# Temporal clustering of gene expression links the metabolic transcription factor HNF4α to the ER stress-dependent gene regulatory network

**DOI:** 10.3389/fgene.2013.00188

**Published:** 2013-09-24

**Authors:** Angela M. Arensdorf, Diane DeZwaan McCabe, Randal J. Kaufman, D. Thomas Rutkowski

**Keywords:** ER stress, fatty liver, functional genomics, gene regulatory network, lipid metabolism

## Abstract

The unfolded protein response (UPR) responds to disruption of endoplasmic reticulum (ER) function by initiating signaling cascades that ultimately culminate in extensive transcriptional regulation. Classically, this regulation includes genes encoding ER chaperones, ER-associated degradation factors, and others involved in secretory protein folding and processing, and is carried out by the transcriptional activators that are produced as a consequence of UPR activation. However, up to half of the mRNAs regulated by ER stress are downregulated rather than upregulated, and the mechanisms linking ER stress and UPR activation to mRNA suppression are poorly understood. To begin to address this issue, we used a “bottom-up” approach to study the metabolic gene regulatory network controlled by the UPR in the liver, because ER stress in the liver leads to lipid accumulation, and fatty liver disease is the most common liver disease in the western world. qRT-PCR profiling of mouse liver mRNAs during ER stress revealed that suppression of the transcriptional regulators C/EBPα, PPARα, and PGC-1α preceded lipid accumulation, and was then followed by suppression of mRNAs encoding key enzymes involved in fatty acid oxidation and lipoprotein biogenesis and transport. Mice lacking the ER stress sensor ATF6α, which experience persistent ER stress and profound lipid accumulation during challenge, were then used as the basis for a functional genomics approach that allowed genes to be grouped into distinct expression profiles. This clustering predicted that ER stress would suppress the activity of the metabolic transcriptional regulator HNF4α—a finding subsequently confirmed by chromatin immunopreciptation at the *Cebpa* and *Pgc1a* promoters. Our results establish a framework for hepatic gene regulation during ER stress and suggest that HNF4α occupies the apex of that framework. They also provide a unique resource for the community to further explore the temporal regulation of gene expression during ER stress *in vivo*.

## Introduction

Originally identified as a program for improving protein folding during ER stress, the vertebrate UPR is composed of three separate but functionally overlapping pathways that culminate in transcriptional upregulation of genes involved in ER protein folding and processing (Ron and Walter, 2007). The ER-resident endoribonuclease IRE1, which is conserved among eukaryotes and exists as α [GenBank:NM_023913.2] and β [GenBank:NM_012016.2] paralogs in mammals, catalyzes splicing of *Xbp1* mRNA [GenBank:NM_013842.3 and NM_001271730.1] to remove a 26 base intron and allow for the translation of a transcriptional activator of the bZIP family. The PERK kinase [GenBank:NM_010121.2] is metazoan-specific, and it phosphorylates the translation initiation factor eIF2α [GenBank:NM_001005509.2] when activated, resulting in transient inhibition of protein synthesis but also specific translation of *Atf4* mRNA [GenBank:NM_009716.2] to produce the bZIP transcriptional activator ATF4. Other ER stress-independent eIF2α kinases exist, and phophorylation of eIF2α and the attendant consequences of that event are known as the integrated stress response. ATF6, also metazoan-specific and with α [GenBank:NM_007348.3] and β [GenBank:NM_017406.4] paralogs, is resident to the ER but transits to the Golgi during stress, where it is cleaved by regulated intramembrane proteolysis to liberate an active bZIP transcriptional activator. Together, these bZIPs coordinate enhancement of protein synthesis, degradation, folding, modification, and trafficking through gene regulation.

An oft overlooked feature of UPR activation is that between 20 and 50 percent of regulated genes are actually suppressed by ER stress depending on the conditions, yet much less is known about the mechanisms responsible for this suppression and the physiological consequences thereof. A portion of this suppression can be attributed to regulated IRE1-dependent decay, in which the IRE1 endonuclease degrades ER-associated mRNAs (Hollien and Weissman, 2006). Transcriptional mechanisms for suppression have been identified as well, including direct suppression by the bZIP C/EBP family member CHOP [GenBank:NM_007837.3] (Ron and Habener, 1992), titration of the coactivator CRTC2 [GenBank:NM_028881.2] (Wang et al., 2009), and translational regulation of the suppressive LIP isoform of C/EBPβ [GenBank:NM_009883.3] (Li et al., 2008; Arensdorf and Rutkowski, 2013). Each of these mechanisms was identified through the behavior of target genes, so the extent to which any of them contributes to global gene suppression is not clear.

In the liver, the most evident consequence of ER stress is lipid accumulation (Rutkowski et al., 2008; Yamamoto et al., 2010; Zhang et al., 2011). This lipid accumulation, or steatosis, is accompanied by suppression of a host of genes involved in hepatic lipid metabolic processes, including fatty acid oxidation, lipogenesis, cholesterologenesis, and VLDL production. Given that some of these processes are mutually antagonistic (e.g., fatty acid oxidation and lipogenesis), it seems likely that some are suppressed as primary responses to ER stress, and others as secondary consequences of feedback mechanisms.

Some regulation of hepatic lipid metabolism can be attributed directly to the action of canonical UPR signaling. XBP1 can bind to the promoters and stimulate transcription of lipogenic genes (Lee et al., 2008) and of the ER oxidoreductase PDI [GenBank:NM_001032.2] (Wang et al., 2012), the latter of which stimulates VLDL secretion by virtue of its interaction with the microsomal triglyceride transfer protein (MTTP) [GenBank:NM_001163457.1]. IRE1α can also directly degrade mRNAs encoding lipogenic genes when *Xbp1* is ablated through its regulated IRE1-dependent decay activity (So et al., 2012), thus acting at cross-purposes with its downstream target XBP1. The ER-localized transcription factor CREBH [GenBank:NM_145365.3] also contributes to lipid homeostasis (Zhang et al., 2012), although it is not yet clear whether that function is direct or indirect.

Steatosis arises as a common phenotype in response to ER stress when any of the UPR signaling pathways is ablated, or when UPR signaling is intact but ER protein folding is compromised by deletion of the ER cochaperone p58^IPK^ [GenBank:NM_008929.3] (Rutkowski et al., 2008). This steatosis is likely at least partially caused by impaired secretion of triglyceride-rich VLDL particles from the stressed ER (Ota et al., 2008; Rutkowski et al., 2008; Caviglia et al., 2011) and enhanced uptake (Jo et al., 2013). However, ER stress also elicits extensive alterations in the expression of genes involved in lipid metabolism, and these alterations are more severe and persistent when any branch of the UPR—or when ER protein folding—is compromised (Rutkowski et al., 2008). Thus, these alterations correlate with the development of steatosis, although it is not known which events precede lipid accumulation and which follow as a consequence. That they emerge irrespective of which UPR pathway is ablated argues that most such metabolic genes are not directly regulated by ATF4, ATF6, or XBP1, but by some mechanism or mechanisms that indirectly tie metabolic gene regulation to the ER stress burden. To some degree the dysregulation of lipid metabolism can be attributed to CHOP (Chikka et al., 2013), which is redundantly regulated by each of the three UPR pathways and which is expressed more robustly when stress is more severe—as when the UPR or ER protein folding is disrupted (Rutkowski et al., 2008). However, *Chop*^−/−^ animals are only partially protected from hepatic steatosis during ER stress (Rutkowski et al., 2008), suggesting that other as yet uncovered pathways exist as well.

Given the extensive nature of metabolic gene regulation during ER stress, there likely exists a mechanistic hierarchy of regulation, with some metabolic genes being more proximally connected to UPR pathways and others lying downstream of these initial events. However, the global organization of lipid metabolic gene regulation during ER stress has not been studied. Thus, our goal in this work was to begin to decipher the structure of ER stress-mediated metabolic gene regulation by establishing the temporal progression of such events in the mouse liver, and to infer hierarchical relationships using a functional genomics approach, based upon the behavior of coordinately regulated groups of genes in wild-type mice vs. mice lacking the ER stress sensor ATF6α.

## Materials and methods

### Animal experiments

All protocols for animal use were reviewed and approved by the University Committee on Use and Care of Animals at the University of Iowa or the University of Michigan. Animals were bred in house, and were fed standard rodent chow and housed in a controlled pathogen free environment with 12 h light and dark cycles. Animals used were of varying ages and genders, with control and experimental groups having similar composition. Animals were fasted for 4 h prior to sacrifice, which was carried out in daytime hours.

### Lipid analysis

ADRP immunostaining was as described (Chikka et al., 2013). For the trigylceride assay, a 100 mg piece of liver was homogenized in 1 mL of ice cold extraction buffer (1 mM Tris pH 7.6, 1 mM EGTA, 1 mM MgCl_2_) containing protease inhibitors. A 200 μ L aliquot of the homogenate was placed into a new 1.5 mL tube on ice, and an additional aliquot was set aside to determine the protein concentration of each sample. A 750 μL aliquot of a Chloroform:Methanol mixture (1:2 ratio) was added to the 200 μL homogenate sample and vortexed vigorously for 15 s. The samples were incubated at room temperature for 1 h, with the samples vortexed every 15 min. Following the hour incubation, 250 μL of Chloroform was added to each sample and vortexed for 15 s, then incubated at room temperature for 15 min. Two hundred μL of distilled water was then added to the sample and vortexed as above. The samples were centrifuged at 5000 rpm for 10 min, and the bottom organic layer was collected and placed in a fresh tube. The sample was evaporated under nitrogen gas, and the remaining lipids were dissolved in 200 μL of isopropanol. From these samples, the triglyceride levels were determined using the Infinity Triglycerides Reagent (Thermo Scientific, TR22421) per manufacturer's instructions. The Cayman triglyceride standard (Cayman Chemical, 10010509) was used to generate a standard curve. Oil Red O staining was as described (Rutkowski et al., 2008).

### RNA analysis

The 8 h microarray has been published (Rutkowski et al., 2008). For the 34 h microarray, mice were injected with 1 mg/kg TM, and mRNA was prepared from isolated livers and analyzed by Affymetrix microarray in exactly the same way. The NCBI GEO accession number for both arrays is GSE48939. Expression categories for each probeset are provided in Table S1. RT-PCR and qRT-PCR analysis, including validation of all primer sets, was as previously described (Rutkowski et al., 2006; Tyra et al., 2012), except that gene expression was normalized against the average expression of two housekeeping genes (*Btf3* and *Ppia*) rather than only one. Primer sequences can be found in (Rutkowski et al., 2006, 2008; Wu et al., 2007; Tyra et al., 2012) and Table S2.

### Bioinformatic analysis

Pathway enrichment analysis was performed using FunNet software (Prifti et al., 2008). Data represent GO biological process annotations with a decorrelated enrichment computation and a 5% false discovery rate correction. Transcription factor binding site analysis was performed using oPOSSUM software (Ho Sui et al., 2005). Data represent a single site analysis of vertebrate transcription factor binding sites within 2000 base pairs upstream or downstream of the transcription start site. The results of this analysis were visualized using Cytoscape software. The network was limited to genes with GO annotations involved in lipid metabolism and transport using the BiNGO plug-in (Maere et al., 2005).

### Chromatin immunoprecipitation

Livers were isolated from 6–8 week-old mice and prepared for ChIP using the ChIP Tissue Chromatin Shearing Kit with SDS (Covaris). Samples were sonicated using a S220 focused ultrasonicator (Covaris) to produce DNA bands between 100 and 1000 bp. Following sonication, the immunoprecipiation was carried out as described in (Arensdorf and Rutkowski, 2013) using HNF4α antiserum (H-171, Santa Cruz) or non-specific IgG (12-370, Millipore).

## Results and discussion

### Suppression of metabolic transcriptional master regulators precedes lipid accumulation during ER stress

Lipid accumulation can be induced in the liver by exposure to the inhibitor of N-linked glycosylation tunicamycin (TM) or the proteasomal inhibitor bortezomib, or by overexpression of a misfolded ER client protein such as coagulation Factor VIII [GenBank:NM_001161373.1] (Rutkowski et al., 2008; Zhang et al., 2011; Chikka et al., 2013). Each of these treatments activates either the UPR or integrated stress response and each leads to qualitiatively similar changes in the expression of key metabolic genes in the liver. These genes include both transcription factors and cofactors involved in controlling metabolism as well as the downstream targets of these factors that encode the key functional enzymes involved in lipid catabolism, anabolism, storage, and secretion (Rutkowski et al., 2008).

The temporal organization of these gene regulatory changes prior and subsequent to the onset of lipid accumulation has not been analyzed. It is likely that the earliest of these regulated events are directly mechanistically connected to the UPR and/or integrated stress response. Thus, we examined the time course of hepatic lipid accumulation in wild-type mice in response to TM, which is a more robust inducer of ER stress and steatosis than other stimuli (Chikka et al., 2013). We monitored lipid accumulation by three distinct criteria: accumulation of Oil Red O in lipid droplets of fresh frozen liver sections (Figure 1A); immunohistochemical detection of the lipid-droplet associated protein adipophilin (ADRP) [GenBank:NM_007408.3] (Figure 1B); and direct biochemical assessment of hepatic triglyceride levels (Figure 1C). Results from all three assays were similar: hepatic lipid content increased most substantially at the 8 h time point. Therefore, the key genetic regulatory events responsible for altering lipid metabolism are likely to occur prior to 8 h, while those that occur later than 8 h after challenge are more likely secondary effects that contribute to lipid disruption tangentially, if at all.

**Figure 1:**
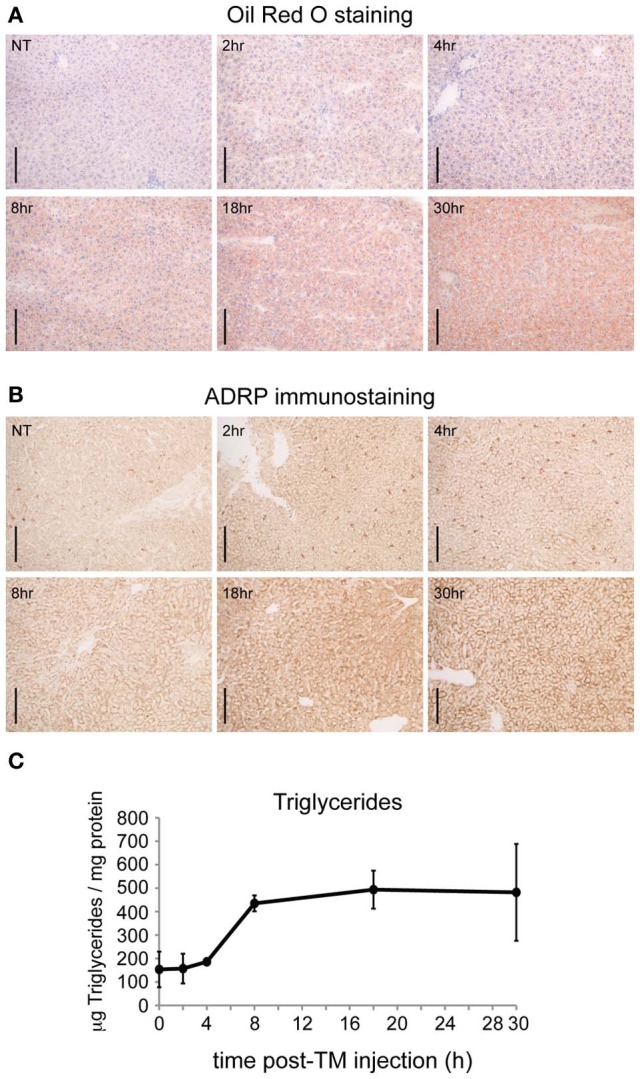
**ER stress causes substantial hepatic lipid accumulation within 8 h. (A)** C57BL/6J mice were challenged with 1 mg/kg TM for the indicated times, livers were frozen in OCT, and lipids were stained with Oil Red O. Scale bar = 50 μm. **(B)** Same as **(A)**, except lipid content was assessed by immunohistochemical staining for the lipid droplet marker protein ADRP. Scale bar = 50 μm. **(C)** Same as **(A)**, except triglyceride content was measured by colorimetric assay after extraction of neutral lipids. *p* < 0.001 by One-Way ANOVA. *n* = 3 samples per time point. Error bars here and elsewhere show means ± SDM.

Next, we examined the timing of UPR activation and of the regulation of metabolic genes. TM led to maximal IRE1α-dependent splicing of *Xbp1* mRNA within 2 h; this splicing persisted through 8 h but was diminished at later time points (Figure 2A). Likewise, every UPR-regulated target gene was significantly upregulated by 2 h, peaked at 4–8 h, and diminished thereafter (Figure 2B). These genes depend to varying extents on activity of each of the three UPR pathways (Harding et al., 2003; Lee et al., 2003; Wu et al., 2007). That they are uniformly upregulated by 2 h suggests that each of the three canonical UPR-regulated transcriptional activators—ATF6α, ATF4, and XBP1—is functionally active by this very early time point.

**Figure 2:**
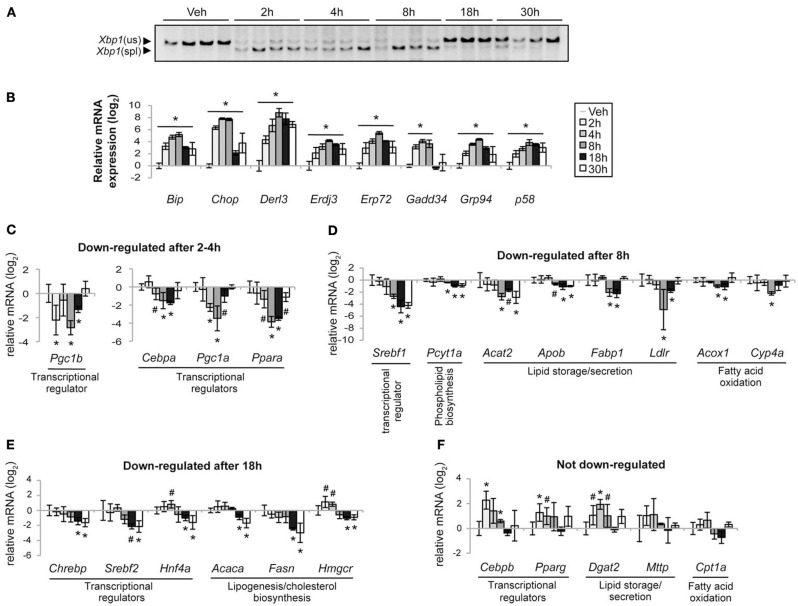
**Staggered suppression of metabolic genes during ER stress. (A)** The spliced (spl) and unspliced (us) forms of *Xbp1* mRNA were detected by RT-PCR of total RNA isolated from the livers of mice treated with vehicle (veh) or 1 mg/kg TM for the indicated times. Each lane shows a separate animal. Image is shown in black-to-white inverted form for greater visual clarity. **(B)** Expression of the indicated UPR target genes was determined by qRT-PCR from the animals shown in **(A)**, with *Btf3* and *Ppia* used as normalizing controls. Expression here and in subsequent figures is given on a log_2_ scale relative to the vehicle-treated condition. Here and elsewhere unless noted: ^*^p < 0.05; ^#^*p* < 0.1 by two-tailed student's *t*-test. **(C–F)** Expression of metabolic genes was assessed by qRT-PCR as in **(B)**, and genes were grouped according to the time point at which downregulation (*p* < 0.1) was first observed. The process in which each gene participates is listed.

We then analyzed expression of genes involved in lipid metabolism, including both transcriptional regulators and key rate-limiting metabolic enzymes. We grouped the genes according to the time point at which they were first down-regulated. We immediately observed that, in contrast to conventional UPR target genes, the regulation of metabolic genes occurred in stages. The earliest group regulated included select transcription factors and cofactors. The coregulator *Pgc1b* [GenBank:NM_133249.2] was downregulated by 2 h although not at 4 h (Figure 2C), making the true timing of its suppression ambiguous. In contrast, by 4 h the coregulator *Pgc1a* [GenBank:NM_008904.2] and the transcriptional activators *Cebpa* [GenBank:NM_007678.3] and *Ppara* [GenBank:NM_001113418.1] were suppressed (Figure 2C). PGC-1β contributes to lipogenesis, fatty acid oxidation, and VLDL production and secretion (Lee et al., 2003; Lin et al., 2003, 2005a,b; Wolfrum and Stoffel, 2006), and PGC-1α contributes to the latter two of these processes (Louet et al., 2002; Lin et al., 2005a; Rhee et al., 2006). C/EBPα has general roles in energy homeostasis including lipid and glucose metabolism, while PPARα is a master regulator of fatty acid oxidation (Desvergne et al., 2006).

The genes downregulated at later times—i.e., after the onset of pronounced lipid accumulation—included both transcriptional regulators and downstream genes encoding rate-limiting enzymes in metabolic processes, as indicated in Figures 2D–F. These results suggest that PGC-1α, C/EBPα, and PPARα (and possibly PGC-1β) are most likely the first lipid metabolic genes regulated by ER stress. Further, the processes downstream of these factors—namely, fatty acid oxidation and lipoprotein biogenesis and transport—are the first affected via gene regulatory mechanisms. In addition, because lipogenic genes are not altered until much later (18 h), they suggest that inhibition of lipogenesis is a secondary consequence of ER stress, perhaps occurring as a result of negative feedback when lipids begin to accumulate. In addition, even though XBP1 splicing is induced by ER stress, we found no evidence that lipogenic gene expression was *stimulated* under these conditions.

### Deletion of ATF6α exacerbates metabolic gene suppression

Mice lacking ATF6α, while otherwise apparently normal and healthy, exhibit dramatic steatosis upon challenge with TM (Rutkowski et al., 2008; Yamamoto et al., 2010). This phenotype is illustrated by ADRP staining in Figure 3A; it arises from an inability to restore ER homeostasis upon challenge. Therefore, we reasoned that these mice could be used to expose the stress-regulated gene expression changes that truly underlie lipid dysregulation, since those changes should be amplified in *Atf6*α^−/−^ animals. A second benefit of these animals is that they can be used to identify truly stress-responsive expression changes; those that result from ER stress-independent properties of TM would not be expected to differ between wild-type and *Atf6*α^−/−^ animals, since ATF6α is not thought to act outside the context of ER stress, and its deletion does not alter the apparent pharmacological activity of TM (Rutkowski et al., 2008).

**Figure 3:**
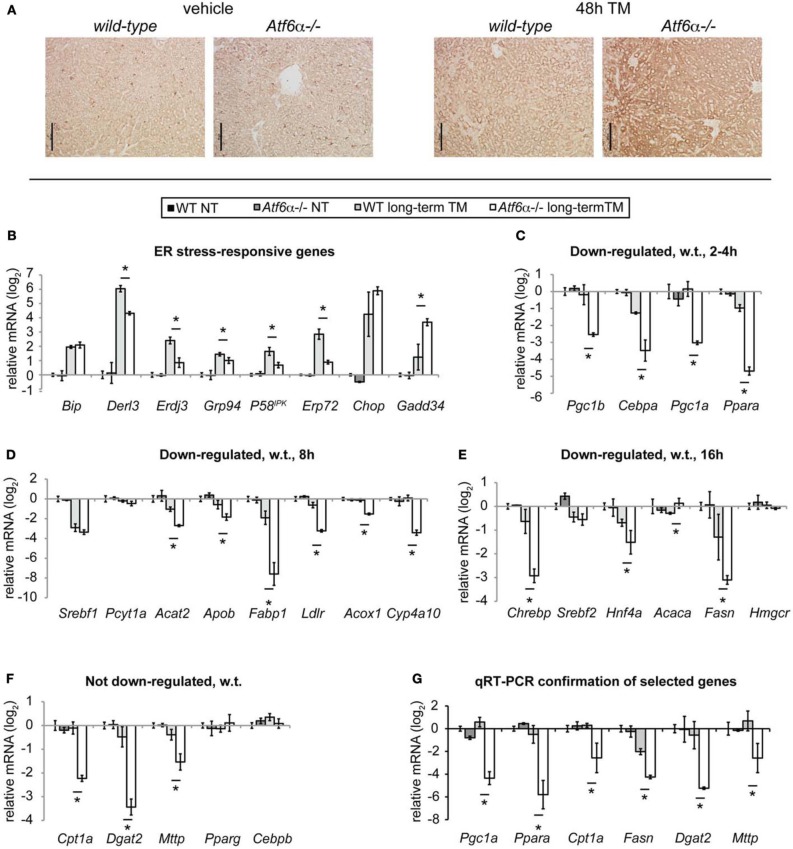
**Loss of *Atf6*α exacerbates steatosis and long-term metabolic gene suppression. (A)** Wild-type or *Atf6*α^−/−^ mice were challenged with 1 mg/kg TM or vehicle for 48 h, and ADRP immunostaining was carried out as in Figure 1. Scale bar = 50 μm. **(B–F)** Wild-type or *Atf6*α^−/−^ mice were challenged with 1 mg/kg TM or vehicle for 34 h, and global mRNA expression was assessed by Affymetrix microarray. Array-determined expression of the indicated genes is shown. Genes were arranged in the same groupings as in Figure 2. Statistical significance was calculated by two-tailed student's *t*-test, comparing expression in TM-treated *Atf6*α^−/−^ animals against TM-treated wild-type animals. *n* = 3 animals per group. **(G)** Mice were treated with TM or vehicle for 48 h as in **(A)**, and expression of the indicated genes was determined by qRT-PCR. Significance was determined as in **(B–F)**.

We approached this goal by challenging wild-type and *Atf6*α^−/−^ animals for an extended period (34 h) with TM, and then profiling global gene expression by microarray. We chose this approach in part because we had previously used microarray profiling to characterize gene expression in these same mouse strains following 8 h of TM challenge (Rutkowski et al., 2008). 

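The arrays from 8 h of TM challenge were analysed again here, and the 8 h values set beside the text come from them. Livers of wild-type and *Atf*6α-/- animals given vehicle or 2 mg/kg TM were profiled on 12 Affymetrix mouse arrays, 3 per group. *Atf6* itself was higher with TM in both genotypes. Its brightest probeset averaged 9.04 ± 0.38 (SD, n = 3) with vehicle and 10.97 ± 0.21 with TM in wild-type animals, and 7.33 ± 0.41 and 10.15 ± 0.37 in *Atf*6α-/- animals, on the log2 scale. By limma the genotypes under TM differed by -0.82 (standard error 0.24, adjusted p = 0.0905), which did not pass. Which part of the transcript this probeset reads was not analysed here. The Y-linked gene *Eif2s3y* was at least 8.21 in 1 array of each group and at most 3.44 in the other two. *Xist* was at least 11.69 where *Eif2s3y* was low and at most 6.33 where it was high, so each group held the same mix. The arrays with Y-linked signal were wild-type vehicle replicate 2, wild-type TM replicate 1, *Atf*6α-/- vehicle replicate 3 and *Atf*6α-/- TM replicate 2. Leaving out any single array makes this mix unequal between the groups. The values are RMA intensities made with the affy package, on the log2 scale, and were used without further normalization. After 64 Affymetrix control probesets were left out, 45037 probesets were tested, of which 34945 name 1 gene. A gene is represented by its brightest such probeset, which gives 18193 genes. A linear model with 1 mean per group was fitted to all arrays with limma. A probeset was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and over 1.5-fold. Figure 4 has the same limits for p and fold and names no adjustment, while the p that Table S1 lists between the genotypes lie close to the adjusted ones here (a median of 1.04-fold apart over 2091 probesets). The 5 contrasts were TM against vehicle in each genotype, *Atf*6α-/- against wild-type under TM and under vehicle, and the difference between the genotypes in their response to TM, called the interaction. For 41 lists of functionally related genes and 11 lists of cell type markers, fixed before the data were examined, limma's camera compared each list with all other genes at a preset correlation between genes of 0.01. With an estimated correlation, the ATF6 target list and the list of the PERK and ATF4 response stayed called with TM in wild-type animals and the latter in *Atf*6α-/- animals, of 17 and 20 lists called there. None of the 15 lists called between the genotypes under TM, the 6 under vehicle and the 12 in the interaction did. The fry test of limma, also given for lists, asks whether the members shift in a shared direction, not whether they differ from other genes. The number of arrays limits the precision. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so the tests rest on limma's shared estimate of the spread. *Atf6* passed between the genotypes under TM with centring on *Btf3* and *Ppia* or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn.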

Conducting a second microarray study with an identical gene chip at a later time point would provide us with the unique opportunity to determine, for every gene on the array, its expression in two different genotypes, under two different treatment regimens (vehicle and TM) at two different times.

By having 8 distinct combinations of experimental conditions, we anticipated that we could begin to identify clusters of coordinately regulated genes, including those metabolic genes most responsive to ER stress. This relied upon the assumption that genes which are part of a common functional pathway (in this case, lipid metabolism) should be regulated similarly. This approach has been used to great effect in yeast, and more recently in cultured mammalian cells, to expose previously hidden components of the secretory apparatus and other pathways of interest (Schuldiner and Weissman, 2013). Here, our goal was to infer hidden transcriptional regulators using temporal patterns of gene expression as an output.

From the 34 h microarray, we examined the expression of the UPR and metabolic genes shown in Figure 2. Consistent with the role of ATF6α in contributing to chaperone expression (Wu et al., 2007; Yamamoto et al., 2007), most ER chaperones and cochaperones known to be regulated by ATF6α, such as *Derl3* [GenBank:NM_024440.2], *Erdj3* [GenBank:NM_001190804.1], *Grp94* [GenBank:NM_011631.1], *p*58^IPK^, and *Erp72* [GenBank:NM_009787.2], were not upregulated to as great an extent in *Atf*6α^−/−^ animals as in wild-type animals (Figure 3B). Conversely, expression of *Gadd34* [GenBank:NM_008654.2], which largely depends upon the PERK axis of the UPR (Marciniak et al., 2004), was elevated in *Atf*6α^−/−^ mice, consistent with persistent ER stress and activation of the other limbs of the UPR.

Amongst the metabolic genes examined, none was upregulated by ER stress in either genotype at 34 h. Two genes—the lipogenic and cholesterologenic regulators *Srebf1* [GenBank:NM_011480.3] and *Srebf2* [GenBank:NM_033218.1]—were equally downregulated in both genotypes (Figures 3D,E). However, the large majority of genes were expressed at normal or near-normal levels in wild-type animals, but deeply suppressed in *Atf*6α^−/−^ animals (Figures 3C–F). qRT-PCR profiling of a sampling of these genes from an independent experiment confirmed these findings (Figure 3G). These data are consistent with the idea that acute ER stress inhibits fatty acid oxidation and lipoprotein biogenesis at the level of gene expression, and does not stimulate lipogenic gene expression.

### Functionally related gene groups cluster temporally

Having these 8 distinct experimental conditions enabled us to compare the global behavior of hepatic gene expression in response to ER stress at early vs. late times in normal animals vs. those with a compromised UPR. 

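At 8 h, 865 probesets were higher and 537 were lower in *Atf*6α-/- than in wild-type animals under TM, which makes 526 and 279 genes. The methods' t-test, which the legends of Figures 2 and 3 name for other measurements, called 1073 higher and 599 lower there without adjustment, and 0 and 0 after Benjamini-Hochberg adjustment. By limma without adjustment there were 1305 and 692. At a 2-fold threshold the balance turned, with 178 higher and 283 lower. TM against vehicle called 3198 higher and 2231 lower in wild-type animals, and 4757 and 2680 in *Atf*6α-/- animals. Among the largest decreases in *Atf*6α-/- animals under TM were *Ube2c* (-4.32), *B230217C12Rik* (-4.17), *Pim2* (-3.80), *Mcf2l* (-3.64), *Nde1* (-3.39) and *Tes* (-3.35), on the log2 scale. In *Atf*6α-/- animals under TM *B230217C12Rik* averaged 4.35 and *Mcf2l* 4.58, below the median of all probesets on any TM array (lowest 4.98), so signal above background is not shown there, which limits the size of these decreases. *Far1* averaged 10.25 ± 1.52 (SD, n = 3) in wild-type and 5.73 ± 0.30 in *Atf*6α-/- animals under TM (-4.52, standard error 0.52, adjusted p = 4.0e-04), with a wide spread among the wild-type arrays. The largest increases included *Angptl8* (2.08), *Snhg17* (2.07), *Jun* (2.05, standard error 0.25, adjusted p = 5.7e-04), *Myc* (1.97, standard error 0.20, adjusted p = 1.9e-04), *Irf2bp2* (1.75) and *Klf11* (1.74). *Smarcb1* gave 2.28 by its brightest probeset and -4.29 and 0.065 by the others, so the gene has no single direction here. The probeset with the decrease moves like the neighbouring *Derl3* (-3.84), and which transcript it reads was not resolved. Of 21 immediate early genes, 4 were higher and 0 lower (6 and 0 adjusted over the list alone, median of 0.28, camera adjusted p = 9.3e-04, adjusted p = 0.414 with an estimated correlation). They include *Jun*, *Myc*, *Jund* (0.98) and *Ier2* (1.28), whereas *Fos* (1.15, standard error 0.41, adjusted p = 0.174) did not pass. The response to TM itself differed between the genotypes for 295 probesets that were higher and 262 that were lower in the interaction, or 193 and 136 genes. The split was 217 and 276 with quantile normalization, 169 and 259 with each array centred on *Btf3* and *Ppia*, 144 and 202 at a 2-fold threshold, and 1586 and 750 by unadjusted p, so its balance is not settled. Of these 557 probesets, 510 were also called between the genotypes under TM in the same direction, where independent lists would share 8.79 in matching directions. Both comparisons use the same TM arrays, so part of this excess may come from shared arrays. Single arrays moved these counts. Probesets higher between the genotypes under TM numbered 414 without wild-type TM replicate 2 and 566 without wild-type TM replicate 3. In the interaction the higher ones numbered 106 without wild-type vehicle replicate 3, 95 without wild-type TM replicate 2, 128 without wild-type TM replicate 3, 115 without *Atf*6α-/- vehicle replicate 1, 122 without *Atf*6α-/- vehicle replicate 2 and 156 without *Atf*6α-/- TM replicate 1. The lower ones numbered 165 without wild-type TM replicate 2, 172 without wild-type TM replicate 3, 167 without *Atf*6α-/- vehicle replicate 1 and 174 without *Atf*6α-/- vehicle replicate 2. *Jund* did not pass between the genotypes under TM with the mean of all its probesets.

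**Figure D1:**
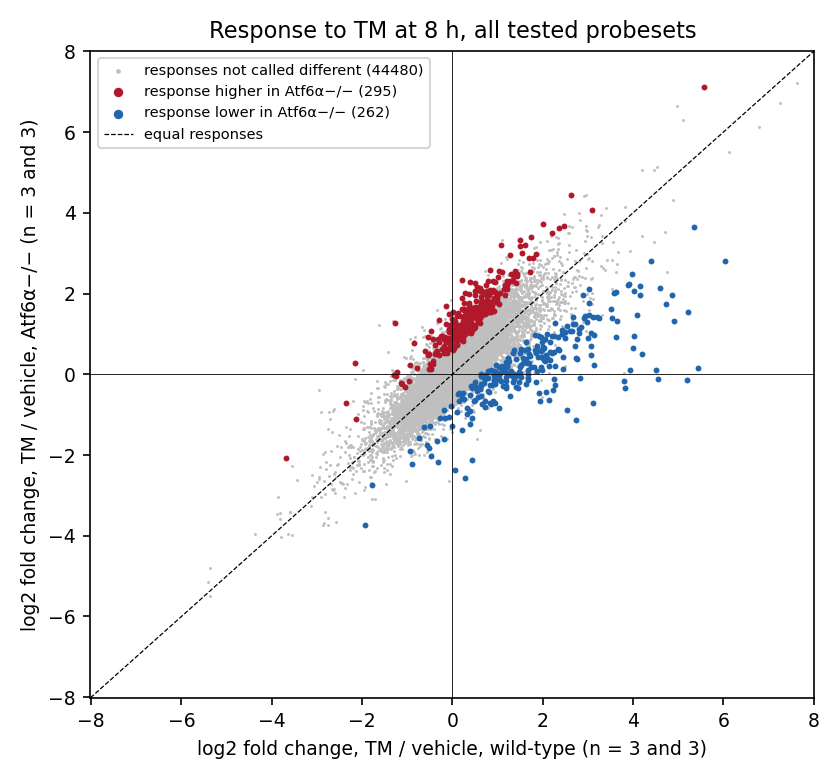
Log2 fold change of each of the 45037 probesets after 8 h of TM against vehicle, in wild-type animals (x axis) and in *Atf*6α-/- animals (y axis), from means of 3 arrays per group. Red points are the 295 probesets higher in the interaction, blue points the 262 that were lower and grey points all others, and the dashed line marks equal responses.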

A heatmap showing TM-regulated genes makes two observations clear: First, gene expression differences between the two genotypes were far more extensive at 34 h than at 8 h. Second, at 34 h, many genes have returned to normal or near-normal expression in wild-type animals, but have remained regulated, or become even more regulated in the same direction, in *Atf*6α^−/−^ animals.

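Of the 3198 probesets higher with TM in wild-type animals at 8 h, 397 were lower and 278 were higher in *Atf*6α-/- than in wild-type animals under TM, and 2523 were not called between the genotypes. Of the 2231 lower ones, 67 were higher and 38 were lower in *Atf*6α-/- animals, and 2126 were not called. A further 520 probesets were higher and 102 lower in *Atf*6α-/- animals without a call for TM in wild-type animals, and 38986 were called in neither contrast. *Creld2* was higher with TM in wild-type animals (4.87, adjusted p = 2.8e-08) and lower in *Atf*6α-/- animals under TM (-3.15, adjusted p = 4.3e-06), as was *Sdf2l1* (4.15 and -2.34). *Gadd45a* was higher with TM (2.64) and higher still in *Atf*6α-/- animals (1.66, adjusted p = 7.5e-04). *Socs2* fell with TM in wild-type animals (-2.64) and was higher in *Atf*6α-/- animals under TM (1.80), whereas *Apoc2* was lower in both contrasts (-0.80 and -0.83). *Stard4* was not called in wild-type animals (0.27, adjusted p = 0.445) and was lower in *Atf*6α-/- animals under TM (-2.72, adjusted p = 1.4e-05), with an interaction of -2.84 (adjusted p = 5.1e-04). Both classifications use the wild-type TM arrays. In 100 simulations without any effect 0 probesets were called in both contrasts, and the log2 fold changes correlated at -0.501 (from -0.540 to -0.466), against -0.0816 observed. Groups without effect give hardly any calls, so this 0 cannot gauge the overlap among probesets that do change. The simulated correlation follows from the shared group alone. The covariance of the fold changes was -0.0120, within the -0.0144 to -0.0116 of these simulations. Independent lists of these sizes would share 38.1 probesets in the profile higher then lower, 61.4 in higher then higher, 42.8 in lower then higher and 26.6 in lower then lower. The shared arrays cannot be split, so part of the excess in the profiles of opposite direction may come from them. Single arrays moved the smaller profiles. Probesets higher in both contrasts numbered 138 without wild-type TM replicate 2 and 155 without wild-type TM replicate 3, those lower then higher 27 without wild-type TM replicate 2 and 34 without *Atf*6α-/- TM replicate 1, and those lower in both 22 without wild-type TM replicate 1, 17 without wild-type TM replicate 3 and 24 without *Atf*6α-/- TM replicate 3. The 622 probesets called between the genotypes alone became 337 without wild-type TM replicate 2. By the methods' t-test with Benjamini-Hochberg adjustment, all profiles with a call between the genotypes held 0 probesets.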

Each gene was then categorized based on whether it was upregulated, downregulated, or unchanged by ER stress in wild-type and *Atf*6α^−/−^ animals after 8 or 34 h of stress. Thus, a gene could fall into any of 81 (3 × 3 × 3 × 3) expression profiles. The assignments for all probesets are provided in Table S1. We were able to analyze the genes in this way in part because very few genes differed in their basal (i.e., unstressed) expression between genotypes; almost all genotype-dependent changes in expression were caused by TM, so basal expression differences were not confounding (Rutkowski et al., 2008).

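No probeset was called between vehicle-treated *Atf*6α-/- and wild-type animals at 8 h. The lowest adjusted p belonged to *Atf6* (-1.71, standard error 0.24, adjusted p = 0.184), which averaged 9.04 ± 0.38 (SD, n = 3) in wild-type and 7.33 ± 0.41 in *Atf*6α-/- animals. The ER chaperone gene *Hspa5* averaged 12.61 ± 0.48 in wild-type and 12.81 ± 0.18 in *Atf*6α-/- animals (0.21, adjusted p = 1.00), and *Pdia4* 9.35 ± 0.12 and 9.59 ± 0.062 (0.24, adjusted p = 1.00). The transcription factor genes *Ppara* and *Cebpa* differed by 0.17 (adjusted p = 1.00) and -0.057 (adjusted p = 1.00), and *Fasn*, which encodes fatty acid synthase, by -0.44 (adjusted p = 1.00). Of 15 ATF6 targets, 0 were higher and 0 lower (also adjusted over the list alone, median of 0.039, camera adjusted p = 0.689), and of 35 metabolic transcriptional regulators, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.0047, mean of 0.0057, camera adjusted p = 0.916 in the upward direction). By limma, 0 of 45037 probesets passed and 1618 (3.59%) had an unadjusted p under 0.05. The methods' t-test called 9 higher and 26 lower without adjustment and 0 after Benjamini-Hochberg adjustment. The median absolute difference was 0.083 on the log2 scale. As lists, 38 genes of ER to Golgi transport were shifted upward (0 called, median of 0.15, 1 and 0 adjusted over the list alone, camera adjusted p = 4.5e-07, adjusted p = 0.967 with an estimated correlation). The 26 genes of the cell cycle were shifted downward (0 called, median of -0.24, 0 and 1 adjusted over the list alone, camera adjusted p = 1.2e-08, adjusted p = 0.529 with an estimated correlation). The lists of ER translocation and N-glycosylation (41 genes, 0 called, median of 0.12, also adjusted over the list alone, camera adjusted p = 4.7e-04, adjusted p = 0.981 with an estimated correlation), the proteasome (31 genes, 0 called, median of 0.076, also adjusted over the list alone, camera adjusted p = 0.00269, adjusted p = 0.981 with an estimated correlation) and cytosolic tRNA synthetases (19 genes, 0 called, median of 0.14, also adjusted over the list alone, camera adjusted p = 0.0196, adjusted p = 0.967 with an estimated correlation) were also shifted upward, and gluconeogenesis and glycolysis (18 genes, 0 called, median of -0.025, 0 and 1 adjusted over the list alone, camera adjusted p = 0.0196, adjusted p = 0.783 with an estimated correlation) downward. By limma's fry, which tests each list for a shift in a shared direction and not against other genes, 0 lists were called. Splits of the vehicle arrays that mix the genotypes called up to 25 lists by camera, against 6 between the genotypes. Wild-type vehicle replicate 2 is the array of its group with Y-linked signal. Without it, 21 probesets were called higher and 43 lower, and *Atf6* passed (-1.49, adjusted p = 0.0419). The ATF6 target list passed without wild-type vehicle replicate 2 (0.11, adjusted p = 0.0283). The call for ER translocation was lost without wild-type vehicle replicate 1 (0.064, adjusted p = 0.293) and that for the proteasome without wild-type vehicle replicate 1 or *Atf*6α-/- vehicle replicate 3 in turn (0.018 to 0.062, adjusted p from 0.0563 to 0.667). The tRNA synthetases did not pass without wild-type vehicle replicate 1 or 3 or *Atf*6α-/- vehicle replicate 1 or 3 in turn (0.035 to 0.097, adjusted p from 0.0583 to 0.526), nor did the list of gluconeogenesis and glycolysis without wild-type vehicle replicate 2 or *Atf*6α-/- vehicle replicate 1 in turn (-0.066 to -0.049, adjusted p from 0.0826 to 0.179). *Atf6* passed between the genotypes with vehicle with centring on *Btf3* and *Ppia* or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn. Genes of gluconeogenesis and glycolysis did not pass as a list between the genotypes with vehicle with cyclic loess normalization, the mean of all probesets of each gene or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.057 to -0.016, adjusted p from 0.0527 to 0.192).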

Because *Atf*6α^−/−^ animals became more steatotic than wild-type animals, genes that were not differentially expressed between the two genotypes upon 34 h of TM treatment were not pursued further, as these were unlikely to be major contributors to the steatotic phenotype. Although 54 remaining combinations of expression were possible (3 × 3 × 3 × 2), 90 percent of the genes fell into only 9 categories (A–I, Figure 4B). Each category of genes was then given a graphical representation of the expression pattern of its members (Figures 4C–G). The two most populated groups of genes (Groups A and B) were those that were unaffected by stress at 8 h in either genotype, or in wild-type animals at 34 h, but were up- or down-regulated, respectively, at 34 h in *Atf*6α^−/−^ animals (Figure 4E). Among the metabolic genes depicted in Figures 2, 3, a number of these populate Group B, and they include genes encoding rate-limiting enzymes in each pathway of fatty acid oxidation—*Acox1*, *Cpt1a*, and *Cyp4a10* [GenBank:NM_015729.3, NM_013495.2, and NM_010011.3], which control peroxisomal, mitochondrial, and microsomal oxidation, respectively. As the expression of these genes is not altered until the later timepoint, they are unlikely to be proximally connected to the UPR, but more likely represent indirect effects—for example, of suppression of PPARα. 

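At 8 h, *Cpt1a*, which encodes a carnitine palmitoyltransferase of the outer mitochondrial membrane, averaged 11.90 ± 0.17 (SD, n = 3) with vehicle and 11.87 ± 0.15 with TM in wild-type animals, and 11.93 ± 0.084 and 11.96 ± 0.37 in *Atf*6α-/- animals. Its log2 fold change with TM was -0.025 (standard error 0.16, adjusted p = 0.948) in wild-type and 0.027 (standard error 0.16, adjusted p = 0.920) in *Atf*6α-/- animals, and the genotypes under TM differed by 0.083 (adjusted p = 0.90). The annotation used here names no probeset for *Cyp4a10* alone, so this gene was not analysed here. The related *Cyp4a14* did not pass (0.47, adjusted p = 0.692, in wild-type and -0.94, adjusted p = 0.284, in *Atf*6α-/- animals). Of 35 genes of fatty acid oxidation, 1 was higher and 3 lower (1 and 4 adjusted over the list alone, median of -0.24, camera adjusted p = 0.0689) with TM in wild-type animals. These were *Acot2* (2.23, adjusted p = 2.4e-04), and *Acot3* (-3.65, adjusted p = 0.00999), *Ehhadh* (-0.85, adjusted p = 0.0106) and *Cpt2* (-0.62, adjusted p = 0.00685). Among *Atf*6α-/- animals 2 were higher and 7 lower (2 and 8 adjusted over the list alone, median of -0.28, camera adjusted p = 0.0380, adjusted p = 0.791 with an estimated correlation). The lower ones include *Decr2* (-0.87, adjusted p = 6.9e-04) and *Hadh* (-0.81, adjusted p = 0.00103), which did not pass in wild-type animals (-0.55 and -0.55) and had interactions of -0.31 (adjusted p = 0.640) and -0.26 (adjusted p = 0.714). Between the genotypes under TM 0 were higher and 0 lower (also adjusted over the list alone, median of -0.032, mean of 0.0025, camera adjusted p = 0.827 in the downward direction), and in the interaction 0 were higher and 0 lower (also adjusted over the list alone, median of -0.048, camera adjusted p = 0.540). Of 22 PPARα targets, 4 were higher and 2 lower (4 and 3 adjusted over the list alone, median of -0.068, mean of 0.29, camera adjusted p = 0.832 in the upward direction) with TM in wild-type animals, *Pdk4* (2.30) and *Angptl4* (2.07) among the former, and 4 were higher and 3 lower (also adjusted over the list alone, median of -0.24, mean of 0.21, camera adjusted p = 0.952 in the downward direction) in *Atf*6α-/- animals. The oxidation list passed in wild-type animals without wild-type vehicle replicate 3, wild-type TM replicate 3 or *Atf*6α-/- TM replicate 1 or 3 in turn (-0.30 to -0.24, adjusted p from 0.00918 to 0.0389) and did not pass in *Atf*6α-/- animals without wild-type vehicle replicate 2, *Atf*6α-/- vehicle replicate 1 or *Atf*6α-/- TM replicate 2 or 3 in turn (-0.28 to -0.19, adjusted p from 0.0517 to 0.195). The call of *Ehhadh* was lost without wild-type TM replicate 2 (-0.72, adjusted p = 0.0534) and that of *Cpt2* without wild-type vehicle replicate 2 or wild-type TM replicate 2 in turn (-0.58 to -0.55, adjusted p from 0.0241 to 0.0319). Between the genotypes the oxidation list passed without *Atf*6α-/- TM replicate 1 (-0.13, adjusted p = 0.00787). Its interaction passed without *Atf*6α-/- TM replicate 1 (-0.19, adjusted p = 0.00585). *Angptl4* did not pass with TM in wild-type animals without probesets of the types _s_at, _x_at and _a_at. *Cpt2* did not pass with TM in wild-type animals with the mean of all its probesets or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn. Fatty acid oxidation genes passed as a list with TM in wild-type animals with quantile normalization (median of -0.26, adjusted p = 0.0448). Fatty acid oxidation genes did not pass as a list with TM in *Atf*6α-/- animals with centring on *Btf3* and *Ppia*, array weights, limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.35 to -0.24, adjusted p from 0.0598 to 0.117).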

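*Nupr1* (7.25, standard error 0.25, adjusted p = 6.1e-09, in wild-type and 6.71, standard error 0.25, adjusted p = 1.4e-08, in *Atf*6α-/- animals), *Psat1* (6.12 and 5.51), *Trib3* (5.10 and 6.30), *Fgf21* (4.47 and 5.06) and *Ifrd1* (4.53 and 5.14) were strongly higher with TM at 8 h in both genotypes. *Keg1* (-4.37, standard error 0.74, adjusted p = 0.00120, in wild-type and -3.97, standard error 0.74, adjusted p = 0.00159, in *Atf*6α-/- animals), *Nxpe2* (-3.89 and -3.46), *Cldn2* (-3.56 and -3.98) and *Nrep* (-3.59 and -3.42) were strongly lower in both, and none of these 9 genes was called between the genotypes under TM. With vehicle *Psat1* averaged 4.07 and 4.26, and with TM *Nxpe2* averaged 4.24 and 4.13, all below the lowest median of all probesets on an array (4.98), so signal above background is not shown there, which limits the size of these changes. Of the 3198 probesets higher with TM in wild-type animals, 2623 were also among the 4757 higher in *Atf*6α-/- animals, and of the 2231 lower ones 1597 were among 2680. Independent lists of these sizes would share 338 and 133. Only 12 probesets were higher in wild-type and lower in *Atf*6α-/- animals, and 2 the reverse. Of 15 genes of the growth hormone and IGF axis, 1 was higher and 8 lower (1 and 9 adjusted over the list alone, camera adjusted p = 4.7e-04, adjusted p = 0.160 with an estimated correlation) in wild-type animals and 1 was higher and 7 lower (1 and 8 adjusted over the list alone, camera adjusted p = 0.0377, adjusted p = 0.451 with an estimated correlation) in *Atf*6α-/- animals. They include *Igfals* (-3.81 and -3.59) and *Ghr* (-0.84 and -0.70), whereas *Igfbp1* rose (2.30 and 2.47). Of the 2523 probesets higher in wild-type animals and not called between the genotypes under TM, 2196 (87.0%) were themselves called higher in *Atf*6α-/- animals, and of the 2126 lower ones 1544 (72.6%) were called lower. Over all 45037 probesets, the responses of the genotypes correlated at r = 0.82, and over the 5429 called in wild-type animals at r = 0.885. A choice of probesets by their call in wild-type animals favours agreement and enlarges the wild-type change, and probesets are not independent replicates. TM called 3203 probesets in *Atf*6α-/- animals that it did not call in wild-type animals, of which 193 were called in the interaction, and 1195 in wild-type animals that it did not call in *Atf*6α-/- animals, of which 141 were. Of 13 markers of Kupffer cells and macrophages, 0 were higher and 4 lower (also adjusted over the list alone, median of -0.51, camera adjusted p = 0.0377, adjusted p = 0.791 with an estimated correlation) with TM in *Atf*6α-/- animals and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.34, camera adjusted p = 0.205) in wild-type animals, with an interaction median of -0.26 (camera adjusted p = 0.242). The Kupffer cell list did not pass in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 1 or 2 or *Atf*6α-/- TM replicate 2 in turn (-0.44 to -0.37, adjusted p from 0.107 to 0.202), and the growth hormone list did not pass there without wild-type vehicle replicate 2, *Atf*6α-/- vehicle replicate 2 or *Atf*6α-/- TM replicate 2 in turn (-0.69 to -0.56, adjusted p from 0.0523 to 0.0703). The Kupffer cell list passed in wild-type animals without wild-type vehicle replicate 2 (-0.61, adjusted p = 0.00167). Its interaction passed without wild-type vehicle replicate 3 or *Atf*6α-/- vehicle replicate 3 in turn (-0.50 to -0.38, adjusted p from 0.00636 to 0.0221). Markers of Kupffer cells and macrophages passed as a list with TM in wild-type animals without the 4 arrays with Y-linked signal (chosen after the values were seen, median of -0.68, adjusted p = 4.2e-06). Markers of Kupffer cells and macrophages did not pass as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.51, adjusted p = 0.106). Genes of the growth hormone and IGF axis did not pass as a list with TM in *Atf*6α-/- animals with the mean of all probesets of each gene (median of -0.49, adjusted p = 0.0643).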

The next two most populated groups (Groups C and D) included those genes that were either up- or down-regulated early in both genotypes, and whose expression returned to normal levels in wild-type animals by 34 h but which remained regulated in *Atf*6α^−/−^ animals. 

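The coactivator gene *Ppargc1a* (*Pgc1a*) fell with TM at 8 h from 7.36 ± 0.58 (SD, n = 3) to 4.46 ± 0.47 in wild-type and from 7.45 ± 0.29 to 4.42 ± 0.55 in *Atf*6α-/- animals on the log2 scale. These are changes of -2.90 (standard error 0.33, adjusted p = 5.6e-05) and -3.03 (standard error 0.33, adjusted p = 2.7e-05), and under TM the genotypes differed by -0.033 (adjusted p = 0.985). The TM arrays read 3.95 to 5.06 for *Ppargc1a* and had medians of 4.98 to 5.03 over all probesets, so signal above background is not shown under TM, which limits the size of the decrease and the comparison of the genotypes there. *Ppargc1b* (*Pgc1b*) fell from 8.82 ± 0.60 to 7.02 ± 0.38 in wild-type animals (-1.80, standard error 0.26, adjusted p = 4.0e-04). Its *Atf*6α-/- arrays averaged 8.80 ± 0.28 with vehicle and 8.09 ± 0.091 with TM (-0.71, standard error 0.26, adjusted p = 0.0628), which did not pass. Under TM it was higher in *Atf*6α-/- than in wild-type animals (1.07, standard error 0.26, adjusted p = 0.0402), and its interaction was 1.09 (adjusted p = 0.248). *Mttp*, which encodes a triglyceride transfer protein, fell in wild-type animals (-0.75, standard error 0.12, adjusted p = 6.1e-04) and gave -0.56 (standard error 0.12, adjusted p = 0.00310) in *Atf*6α-/- animals, which is 1.48-fold and so under the threshold, with an interaction of 0.19 (adjusted p = 0.754). Of 35 metabolic transcriptional regulators, 2 were higher and 13 lower (also adjusted over the list alone, median of -0.29, camera adjusted p = 0.00673, adjusted p = 0.528 with an estimated correlation) with TM in wild-type animals, and 8 were higher and 10 lower (8 and 11 adjusted over the list alone, median of -0.19, camera adjusted p = 0.741) in *Atf*6α-/- animals. Between the genotypes under TM 7 were higher and 0 lower (also adjusted over the list alone, median of 0.31, camera adjusted p = 8.5e-07, adjusted p = 0.335 with an estimated correlation), among them *Rora* (0.94, adjusted p = 0.00383) and *Prox1* (0.98, adjusted p = 0.0126), and in the interaction 3 were higher and 0 lower (also adjusted over the list alone, median of 0.28, camera adjusted p = 8.9e-05, adjusted p = 0.619 with an estimated correlation). For *Ppargc1b*, the difference under TM did not pass without wild-type TM replicate 1 or 2, *Atf*6α-/- vehicle replicate 1 or *Atf*6α-/- TM replicate 1, 2 or 3 in turn (0.91 to 1.10, adjusted p from 0.0613 to 0.152), the change in *Atf*6α-/- animals passed without wild-type vehicle replicate 2 (-0.71, adjusted p = 0.0103) and the interaction passed without wild-type vehicle replicate 2 (1.43, adjusted p = 0.0245). *Mttp* passed in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 2 or *Atf*6α-/- TM replicate 1 in turn (-0.64 to -0.61, adjusted p from 0.00419 to 0.00634), and the regulator list did not pass in wild-type animals without wild-type TM replicate 2 (-0.22, adjusted p = 0.0505). *Mttp* passed with TM in *Atf*6α-/- animals with quantile normalization or centring on *Btf3* and *Ppia* in turn. *Ppargc1b* passed with TM in *Atf*6α-/- animals with quantile normalization, centring on *Btf3* and *Ppia*, the covariate of Y-linked genes, array weights, a fit of only the arrays of the contrast or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn. *Ppargc1b* did not pass between the genotypes under TM with quantile normalization, cyclic loess normalization or the number of the animal as a block in turn. *Prox1* did not pass between the genotypes under TM with the mean of all its probesets. Metabolic transcriptional regulators did not pass as a list in the interaction with limma's fry (median of 0.28, adjusted p = 0.143).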

Among metabolic genes, Group D included the coregulators *Pgc1a* and *Pgc1b*. Closely related to these groups were Groups E and F, which included genes that were up- or downregulated early in both genotypes, and for which this regulation was enhanced in *Atf*6α^−/−^ animals at 34 h. The other two rapidly regulated metabolic genes, *Cebpa* and *Ppara*, were found in Group F.

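*Cebpa*, which encodes a transcription factor of hepatocyte metabolism, fell with TM at 8 h from 11.97 ± 0.14 (SD, n = 3) to 10.83 ± 0.16 in wild-type animals and from 11.91 ± 0.12 to 11.06 ± 0.074 in *Atf*6α-/- animals on the log2 scale. These are changes of -1.13 (standard error 0.11, adjusted p = 1.6e-05) and -0.86 (standard error 0.11, adjusted p = 9.1e-05). *Ppara* fell from 11.32 ± 0.61 to 9.65 ± 0.30 in wild-type animals (-1.67, standard error 0.27, adjusted p = 8.5e-04) and from 11.49 ± 0.25 to 9.84 ± 0.32 in *Atf*6α-/- animals (-1.65, standard error 0.27, adjusted p = 6.1e-04). For both genes and in both genotypes, no TM array overlapped the vehicle arrays. The genotypes under TM differed by 0.22 (adjusted p = 0.383) for *Cebpa* and 0.19 (adjusted p = 0.847) for *Ppara*, with interactions of 0.28 (adjusted p = 0.554) and 0.020 (adjusted p = 0.992), so neither gene was called between the genotypes. Of 16 C/EBPα targets, 2 were higher and 2 lower (3 and 3 adjusted over the list alone, median of -0.049, mean of 0.052, camera adjusted p = 0.657 in the downward direction) with TM in wild-type animals. *Gys2* (-1.67, adjusted p = 4.5e-05) and the urea cycle gene *Otc* (-0.72, adjusted p = 4.1e-04) fell, and *Tat* rose (0.89, adjusted p = 0.00129). In the other genotype 2 were higher and 3 lower (also adjusted over the list alone, median of -0.041, mean of 0.076, camera adjusted p = 0.952 in the downward direction), and between the genotypes under TM 0 were higher and 0 lower (also adjusted over the list alone, median of 0.14, camera adjusted p = 0.309). C/EBPα targets passed as a list with TM in wild-type animals with limma's fry (median of -0.049, adjusted p = 0.0245). That test asks for a shift of the list in a shared direction, and camera's comparison with other genes did not pass there.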

**Figure 4:**
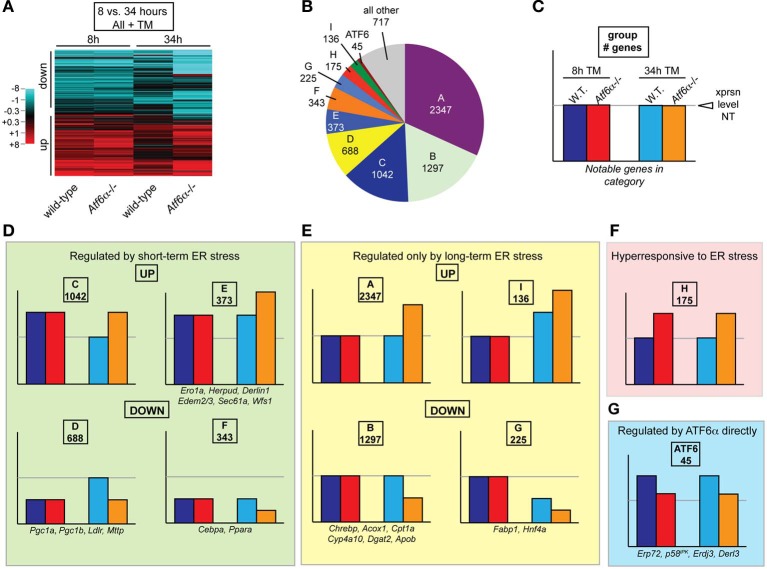
**Clustering of genes according to temporal regulation in wild-type and *Atf*6α^−/−^ animals. (A)** The expression of every probeset on the Affymetrix microarray described in Figure 3 was aggregated with expression data from a previously published identical array comparing gene expression in wild-type and *Atf*6α^−/−^ animals 8 h after challenge with vehicle or 2 mg/kg TM (Rutkowski et al., 2008). For each time point, expression was determined using a log_2_ scale relative to vehicle-treated wild-type animals at that time point. Only probesets showing significant (*p* < 0.05) expression differences (1.5-fold, or ±0.58 on the log_2_ scale) in one or more of the four of the four conditions (wild-type or *Atf*6α^−/−^ at 8 or 34 h) are shown by heatmap, which accounted for ~7000 of the ~45,000 probesets on the array. Extent of up- or downregulation is shown by intensity of red or blue coloration, respectively. Each column depicts expression level averaged among the three animals per group. **(B,C)** Every probeset on the array was characterized by its expression in the following four ways, with differences defined as > 1.5-fold, *p* < 0.05: (1) up, down, or unchanged in wild-type TM-treated animals at 8 h relative to vehicle-treated wild-type; (2) up, down, or unchanged in *Atf*6α^−/−^ TM-treated animals at 8 h relative to TM-treated wild-type; (3) same as (1) but 34 h; and (4) same as (2) but 34 h. The genes that showed a difference by criterion (4) were broken down into groups based on their behavior with respect to these criteria, and the number of genes in the nine most populated groups is shown in **(B)**. The group of genes that were upregulated by ER stress in wild-type animals at both time points, but were less upregulated in *Atf*6α^−/−^ animals—i.e., genes that could be understood as directly ATF6α-dependent—is also accounted for. **(C)** provides a key for illustration of gene expression patterns. **(D–G)** Expression pattern for each of the gene groups shown in **(B)**. These include genes shown in Figure 2 (those that did not fall into one of these groups are illustrated in Figure S1) as well as genes involved in ER protein processing found in Group E. For genes represented by more than one probeset, the behavior most commonly represented and/or most consistent with qRT-PCR data is shown.

The lipogenic genes *Fasn* [GenBank:NM_007988.3] and *Acaca* [GenBank:NM_133360.2] and the cholesterologenic genes *Acat2* [GenBank:NM_009338.3] and *Hmgcr* [GenBank:NM_008255.2] showed no evidence of upregulation in the 8 or 34 h array data, and *Fasn* and *Acat2* were actually suppressed, as were *Srebf1* and *Srebf2* themselves (Figure S1). 

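*Fasn* fell with TM at 8 h from 11.33 ± 0.21 (SD, n = 3) to 9.86 ± 0.36 in wild-type animals (-1.47, standard error 0.21, adjusted p = 3.3e-04) and from 10.89 ± 0.33 to 8.17 ± 0.27 in *Atf*6α-/- animals (-2.72, standard error 0.21, adjusted p = 2.2e-06), on the log2 scale. Under TM it was lower in *Atf*6α-/- than in wild-type animals (-1.69, standard error 0.21, adjusted p = 6.4e-04), and its interaction of -1.25 (adjusted p = 0.0692) did not pass. *Srebf1* fell in wild-type (-3.68, standard error 0.22, adjusted p = 4.1e-07) and *Atf*6α-/- animals (-2.09, standard error 0.22, adjusted p = 2.3e-05), and under TM it was higher in *Atf*6α-/- animals (1.40, standard error 0.22, adjusted p = 0.00331). *Srebf2* fell by its brightest probeset in wild-type (-0.87, adjusted p = 0.00124) and *Atf*6α-/- animals (-0.73, adjusted p = 0.00272), with a difference of 0.24 (adjusted p = 0.532) under TM. Its other probeset fell in wild-type animals (-1.12, adjusted p = 1.3e-04), gave -0.30 in *Atf*6α-/- animals (adjusted p = 0.135) and was higher in *Atf*6α-/- animals under TM (0.85, adjusted p = 0.00460), with an interaction of 0.82 (adjusted p = 0.0793). *Acaca* was lower with TM in wild-type animals (-0.62, standard error 0.19, adjusted p = 0.0437), gave -0.57 (adjusted p = 0.0470) in *Atf*6α-/- animals, which is 1.48-fold, and was not called between the genotypes under TM (-0.27, adjusted p = 0.617) or in the interaction (0.054, adjusted p = 0.972). The annotation names no probeset for *Acat2* alone, and it was not analysed here. Of 26 genes of fatty acid and triglyceride synthesis, 1 was higher and 10 lower (1 and 11 adjusted over the list alone, median of -0.54, camera adjusted p = 0.0163, adjusted p = 0.365 with an estimated correlation) in wild-type animals and 3 were higher and 10 lower (also adjusted over the list alone, median of -0.49, camera adjusted p = 0.0953) in *Atf*6α-/- animals. *Gpam* (-1.67 and -0.98) and *Fads2* (-0.91 and -1.34) fell in both, while *Lpin1* rose (1.98 and 2.21). Of these, 0 were higher and 1 lower (also adjusted over the list alone, median of -0.066, camera adjusted p = 0.383) between the genotypes under TM. Of 20 genes of cholesterol synthesis, 3 were higher and 5 lower (also adjusted over the list alone, median of -0.32, camera adjusted p = 0.607) in wild-type animals and 2 were higher and 10 lower (also adjusted over the list alone, median of -0.66, camera adjusted p = 0.0162, adjusted p = 0.658 with an estimated correlation) in *Atf*6α-/- animals. *Idi1* (-1.73 and -2.42) fell in both. *Mvd* rose in wild-type animals (2.54, adjusted p = 5.6e-05) and fell in *Atf*6α-/- animals (-0.87, adjusted p = 0.0396), with an interaction of -3.42 (adjusted p = 0.00157). Between the genotypes under TM 0 were higher and 2 lower (also adjusted over the list alone, median of -0.25, camera adjusted p = 0.00566, adjusted p = 0.711 with an estimated correlation), and in the interaction 0 were higher and 2 lower (0 and 3 adjusted over the list alone, median of -0.29, camera adjusted p = 0.00338, adjusted p = 0.737 with an estimated correlation). The call of *Acaca* in wild-type animals was lost without wild-type vehicle replicate 1 or 3, wild-type TM replicate 1 or 3 or *Atf*6α-/- vehicle replicate 1, 2 or 3 in turn (-0.63 to -0.50, adjusted p from 0.0563 to 0.164), and *Acaca* passed in *Atf*6α-/- animals without *Atf*6α-/- TM replicate 3 (-0.73, adjusted p = 0.0224). The interaction of *Fasn* passed without wild-type TM replicate 1 (-1.45, adjusted p = 0.0277). The fatty acid and triglyceride list did not pass in wild-type animals without wild-type vehicle replicate 2 (-0.50, adjusted p = 0.0784). The cholesterol list did not pass in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 3 (-0.44, adjusted p = 0.0711), between the genotypes without wild-type TM replicate 1 or *Atf*6α-/- TM replicate 3 in turn (-0.13 to -0.091, adjusted p from 0.0598 to 0.0854) and in the interaction without *Atf*6α-/- vehicle replicate 3 or *Atf*6α-/- TM replicate 3 in turn (-0.19 to -0.15, adjusted p from 0.0511 to 0.0823). *Acaca* passed with TM in *Atf*6α-/- animals with quantile normalization, cyclic loess normalization or centring on *Btf3* and *Ppia* in turn. *Acaca* did not pass with TM in wild-type animals with the number of the animal as a block or the mean of all its probesets in turn. *Fasn* passed in the interaction with centring on *Btf3* and *Ppia*, the covariate of Y-linked genes or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn. *Srebf2* did not pass with TM in *Atf*6α-/- animals with the mean of all its probesets. Cholesterol synthesis genes did not pass as a list between the genotypes under TM with limma's fry (median of -0.25, adjusted p = 0.123). Cholesterol synthesis genes did not pass as a list in the interaction with limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.29 to -0.088, adjusted p from 0.0952 to 0.288). Genes of fatty acid and triglyceride synthesis passed as a list with TM in *Atf*6α-/- animals with cyclic loess normalization or limma's fry in turn (medians of -0.53 to -0.49, adjusted p from 9.8e-04 to 0.0262).

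**Figure D2:**
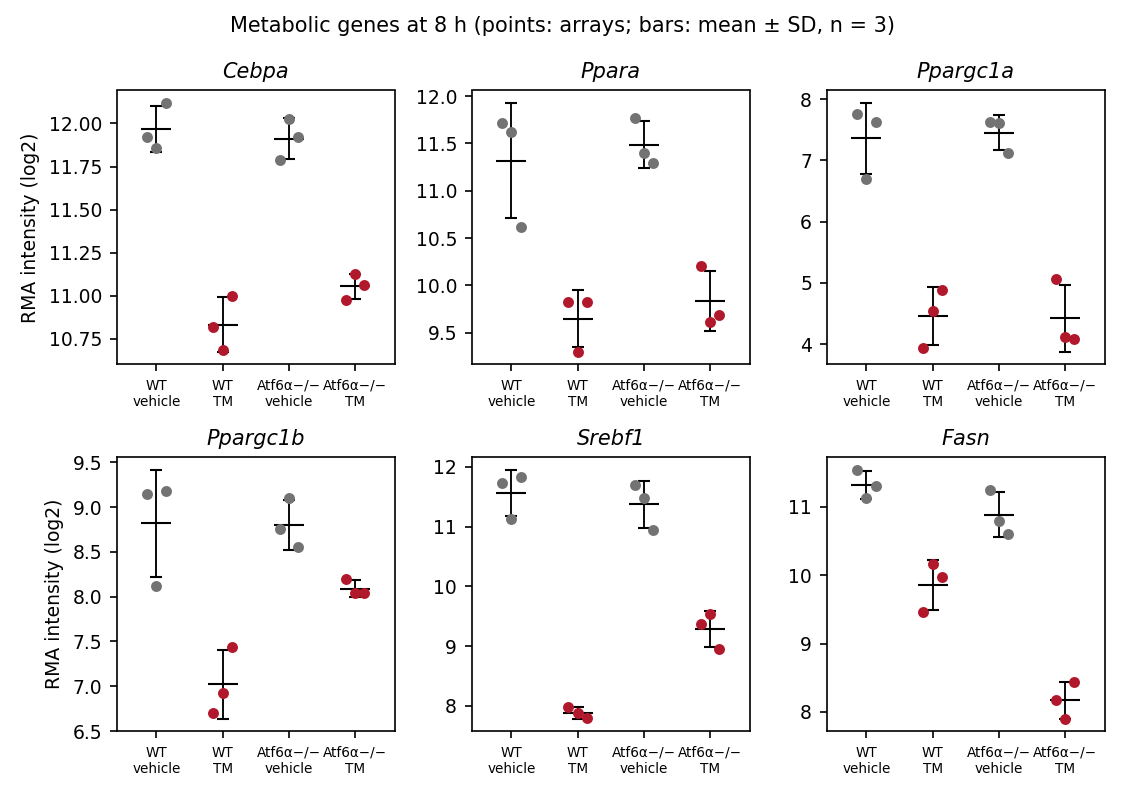
Log2 RMA intensity of *Cebpa*, *Ppara*, *Ppargc1a*, *Ppargc1b*, *Srebf1* and *Fasn* 8 h after vehicle or TM in wild-type and *Atf*6α-/- animals. Each point is 1 array, and bars show the mean and SD of 3 arrays. Under TM *Srebf1* averaged 7.89 ± 0.098 in wild-type and 9.29 ± 0.30 in *Atf*6α-/- animals.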

While lipogenesis can be stimulated by non-transcriptional mechanisms—most notably processing of SREBP-1c and SREBP-2—this processing would result in stimulation of their downstream target genes, which is not evidenced here.

Groups D and F were of the most interest to us because they represented those genes most likely to be proximally mechanistically connected to UPR signaling, since they were regulated rapidly by ER stress and since their long-term expression coincided with the persistent ER stress and worsening lipid accumulation seen in *Atf*6α^−/−^ animals. 

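*Wfs1* rose with TM at 8 h in wild-type (3.10, standard error 0.19, adjusted p = 5.7e-07) and *Atf*6α-/- animals (2.80, standard error 0.19, adjusted p = 1.2e-06), as did *Ero1a* (2.56, standard error 0.18, adjusted p = 1.4e-06, and 2.20, standard error 0.18, adjusted p = 3.4e-06). *Herpud1* (1.74 and 1.31), *Edem3* (2.10 and 1.91), *Derl1* (1.41 and 1.33), *Sec61a1* (1.17 and 0.98) and *Edem2* (0.74 and 0.74) were higher in both genotypes. None of these 7 genes was called between the genotypes under TM, where the differences ran from -0.52 for *Herpud1* (adjusted p = 0.107) to 0.41 for *Wfs1* (adjusted p = 0.362). Of 10 genes for UPR transcription factors and sensors, 8 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 7.0e-11, adjusted p = 0.0857 with an estimated correlation) in wild-type and 8 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 1.1e-08, adjusted p = 0.193 with an estimated correlation) in *Atf*6α-/- animals. *Eif2ak3* (2.28 and 2.16), which encodes PERK, was among them. Of 26 genes of the PERK and ATF4 response, 17 were higher and 0 lower (18 and 0 adjusted over the list alone, camera adjusted p = 3.4e-17, adjusted p = 6.6e-04 with an estimated correlation) in wild-type and 19 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 2.2e-13, adjusted p = 0.00156 with an estimated correlation) in *Atf*6α-/- animals. Of the same genes, 6 were higher and 2 lower (also adjusted over the list alone, median of 0.17, camera adjusted p = 0.0409, adjusted p = 0.335 with an estimated correlation) between the genotypes under TM, with *Atf3* higher in *Atf*6α-/- animals (1.24, standard error 0.16, adjusted p = 8.5e-04). Of 32 ER chaperone and folding genes, 26 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 7.6e-27, adjusted p = 0.0694 with an estimated correlation) in wild-type and 20 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 8.6e-11, adjusted p = 0.311 with an estimated correlation) in *Atf*6α-/- animals. *Fkbp11* (3.02 and 2.89) and *Dnajb9* (2.31 and 2.37) rose in both and were not called between the genotypes. Of 23 genes of ER-associated degradation, 17 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 2.0e-14, adjusted p = 0.0857 with an estimated correlation) in wild-type and 13 were higher and 1 lower (also adjusted over the list alone, camera adjusted p = 1.0e-06, adjusted p = 0.346 with an estimated correlation) in *Atf*6α-/- animals, and 0 were higher and 6 lower (1 and 7 adjusted over the list alone, median of -0.19, camera adjusted p = 1.2e-05, adjusted p = 0.473 with an estimated correlation) between the genotypes under TM. The PERK and ATF4 list did not pass between the genotypes without wild-type TM replicate 1 or 3 or *Atf*6α-/- TM replicate 2 or 3 in turn (0.013 to 0.13, adjusted p from 0.0650 to 0.193). *Edem2* did not pass with TM in wild-type and *Atf*6α-/- animals with the mean of all its probesets. *Fkbp11* did not pass with TM in *Atf*6α-/- animals without probesets of the types _s_at, _x_at and _a_at. *Herpud1* passed between the genotypes under TM without the 4 arrays with Y-linked signal (chosen after the values were seen). Genes of the PERK and ATF4 response did not pass as a list between the genotypes under TM with cyclic loess normalization, centring on *Btf3* and *Ppia*, array weights or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of 0.055 to 0.20, adjusted p from 0.0599 to 0.100).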

Group F in particular was noteworthy because its counterpart cohort of upregulated genes—Group E—included a number of genes known to be direct targets of UPR transcription factors and which are thus proximally connected to UPR signaling (Figure 2D).

Also supporting the validity of the approach was the group of genes that were upregulated by ER stress in wild-type animals at both time points, but that were not as upregulated in *Atf*6α^−/−^ animals at both time points (Figure 4G). These genes would fit the expected profile of direct targets of ATF6α. 

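*Pdia4* (*Erp72*), which encodes an ER protein disulfide isomerase, rose with TM at 8 h from 9.35 ± 0.12 (SD, n = 3) to 12.50 ± 0.34 in wild-type animals (3.14, standard error 0.15, adjusted p = 6.3e-08) on the log2 scale. It averaged 9.59 ± 0.062 with vehicle and 9.83 ± 0.15 with TM in *Atf*6α-/- animals (0.24, standard error 0.15, adjusted p = 0.259), and its interaction was -2.91 (standard error 0.21, adjusted p = 5.8e-05). *Derl3*, which encodes a factor of ER-associated degradation, rose from 7.69 ± 0.20 to 13.74 ± 0.15 in wild-type animals and from 7.10 ± 0.50 to 9.90 ± 0.50 in *Atf*6α-/- animals, by 6.05 and 2.80, with an interaction of -3.25 (standard error 0.36, adjusted p = 0.00102). *Dnajb11* (*Erdj3*) rose from 10.18 ± 0.089 to 12.79 ± 0.17 in wild-type animals and from 10.29 ± 0.24 to 11.37 ± 0.16 in *Atf*6α-/- animals, by 2.61 and 1.07, with an interaction of -1.54 (standard error 0.19, adjusted p = 0.00206). *Dnajc3* (*p*58 IPK) rose from 10.62 ± 0.063 to 12.68 ± 0.29 in wild-type animals and from 10.85 ± 0.20 to 11.67 ± 0.43 in *Atf*6α-/- animals, by 2.07 and 0.82, and its interaction of -1.25 (standard error 0.28, adjusted p = 0.0540) did not pass. Under TM, the genotypes differed by -2.67 (adjusted p = 1.2e-06) for *Pdia4*, -3.84 (adjusted p = 5.0e-06) for *Derl3*, -1.42 (adjusted p = 1.0e-04) for *Dnajb11* and -1.02 (adjusted p = 0.0112) for *Dnajc3*. Of 15 ATF6 targets, 15 were higher and 0 lower (also adjusted over the list alone, median of 2.61, camera adjusted p = 5.6e-22, adjusted p = 0.0329 with an estimated correlation) in wild-type animals and 12 were higher and 0 lower (also adjusted over the list alone, median of 1.31, camera adjusted p = 1.6e-09, adjusted p = 0.193 with an estimated correlation) in *Atf*6α-/- animals. Comparing the genotypes under TM, 0 were higher and 10 lower (0 and 11 adjusted over the list alone, median of -1.08, camera adjusted p = 1.1e-20, adjusted p = 0.0760 with an estimated correlation), and in the interaction 0 were higher and 7 lower (0 and 11 adjusted over the list alone, median of -1.35, camera adjusted p = 2.7e-20, adjusted p = 0.0804 with an estimated correlation). The latter include *Sel1l* (-1.69, adjusted p = 1.9e-04) and *Syvn1* (-1.68, adjusted p = 0.00335), whereas *Manf* (-1.35, adjusted p = 0.0927) did not pass. Of the 32 ER chaperone and folding genes 0 were higher and 10 lower (0 and 12 adjusted over the list alone, median of -0.40, camera adjusted p = 8.7e-16, adjusted p = 0.335 with an estimated correlation) in *Atf*6α-/- animals under TM, and 0 were higher and 5 lower (0 and 14 adjusted over the list alone, median of -0.54, camera adjusted p = 4.1e-17, adjusted p = 0.349 with an estimated correlation) in the interaction. For *Dnajc3* the difference under TM did not pass without wild-type TM replicate 2 or 3 in turn (-0.96 to -0.90, adjusted p from 0.0578 to 0.0597), and the interaction passed without wild-type TM replicate 1 or *Atf*6α-/- TM replicate 3 in turn (-1.47 to -1.41, adjusted p from 0.0119 to 0.0311). *Dnajc3* passed in the interaction with cyclic loess normalization, centring on *Btf3* and *Ppia*, the covariate of Y-linked genes, array weights, the mean of all its probesets or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn.

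**Figure D3:**
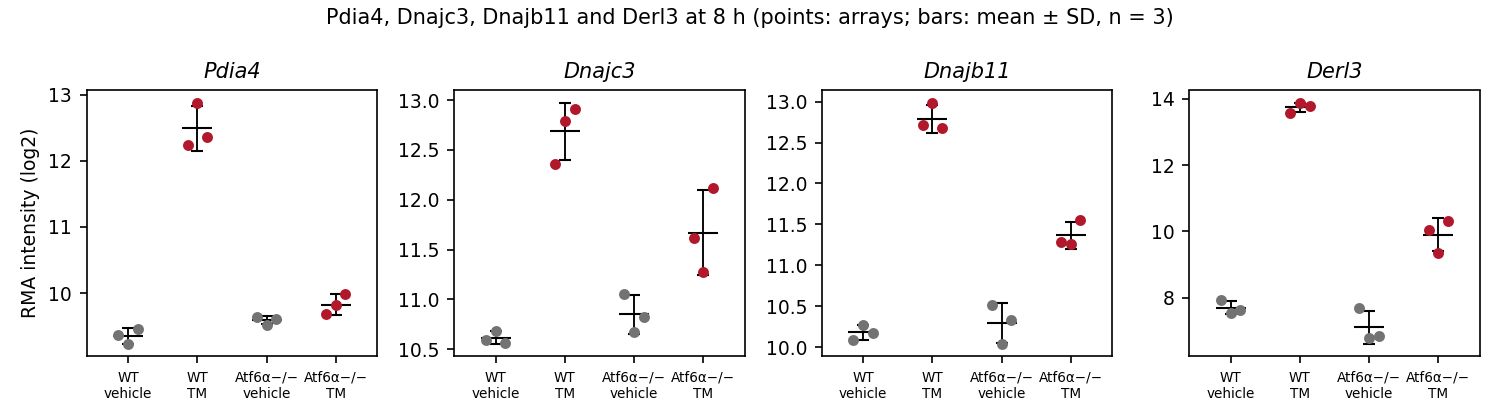
Log2 RMA intensity of *Pdia4*, *Dnajc3*, *Dnajb11* and *Derl3* 8 h after vehicle or TM in wild-type and *Atf*6α-/- animals. Each point is 1 array, and bars show the mean and SD of 3 arrays, which under TM are 13.74 ± 0.15 in wild-type and 9.90 ± 0.50 in *Atf*6α-/- animals for *Derl3*.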

While there were relatively few genes in this group, they included those already described as direct ATF6α targets, including *Erp72*, *p*58^IPK^, *Erdj3*, and *Derl3* (Wu et al., 2007; Yamamoto et al., 2007). This finding supports the idea that coregulated genes can be discriminated based on their expression profile in this setup.

This idea was reinforced by pathway analysis. The genes from each of the ten groups (A–I and ATF6) were analyzed for functional enrichments of Gene Ontology (GO) pathways using FunNet (Prifti et al., 2008). As proof-of-concept, pathway analysis of Group ATF6 genes yielded “unfolded protein response” as the most significantly enriched process, which would be expected of a group encompassing ATF6α direct targets (Figure 5A). 

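*Lrp1*, which encodes a lipoprotein receptor, fell with TM at 8 h in wild-type (-1.96, standard error 0.16, adjusted p = 3.9e-06) and *Atf*6α-/- animals (-2.22, standard error 0.16, adjusted p = 1.3e-06), as did the sterol transporter gene *Abcg8* (-1.99 and -1.60), *Apoa4* (-0.86 and -0.68) and *Cideb* (-0.66 and -1.03). *Apob*, which encodes the main protein of very low density lipoprotein, gave -0.75 (standard error 0.24, adjusted p = 0.0511) in wild-type animals, which did not pass, and fell in *Atf*6α-/- animals (-0.83, standard error 0.24, adjusted p = 0.0231), with an interaction of -0.081 (adjusted p = 0.967). *Fabp1* (-0.39, standard error 0.11, adjusted p = 0.0205, and -0.34) and *Apoc3* (-0.29 and -0.49) stayed under a 1.5-fold change in both genotypes. Of 26 genes of lipoprotein assembly and transport, 0 were higher and 11 lower (0 and 13 adjusted over the list alone, median of -0.54, camera adjusted p = 3.7e-06, adjusted p = 0.161 with an estimated correlation) in wild-type and 0 were higher and 11 lower (also adjusted over the list alone, median of -0.49, camera adjusted p = 1.2e-06, adjusted p = 0.269 with an estimated correlation) in *Atf*6α-/- animals, and between the genotypes under TM 0 were higher and 2 lower (0 and 3 adjusted over the list alone, median of -0.14, camera adjusted p = 0.00894, adjusted p = 0.633 with an estimated correlation). Of 18 lipid droplet and lipolysis genes, 2 were higher and 3 lower (also adjusted over the list alone, median of -0.094, camera adjusted p = 0.723) in wild-type and 4 were higher and 2 lower (4 and 3 adjusted over the list alone, median of 0.090, camera adjusted p = 0.542) in *Atf*6α-/- animals. *Plin2* (0.64 and 1.08) rose and *Mgll* (-1.53 and -1.90) fell in both. Of 18 genes of bile acid synthesis and transport, 1 was higher and 4 lower (also adjusted over the list alone, median of -0.20, camera adjusted p = 0.431) in wild-type and 2 were higher and 4 lower (also adjusted over the list alone, median of -0.30, camera adjusted p = 0.474) in *Atf*6α-/- animals, with *Akr1d1* lower in both (-1.34 and -2.28). Of 4 ketogenesis genes, 0 were higher and 2 lower (also adjusted over the list alone, median of -0.68, camera adjusted p = 0.211) in wild-type animals, which are *Bdh1* (-0.97, adjusted p = 0.00586) and *Acat1* (-0.85, adjusted p = 0.00131), and 1 was higher and 1 lower (also adjusted over the list alone, median of -0.53, camera adjusted p = 0.641) in *Atf*6α-/- animals. *Apob* passed in wild-type animals without wild-type TM replicate 1, *Atf*6α-/- vehicle replicate 1 or *Atf*6α-/- TM replicate 1 or 3 in turn (-0.95 to -0.75, adjusted p from 0.0254 to 0.0482) and did not pass in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 1 or *Atf*6α-/- TM replicate 2 or 3 in turn (-0.81 to -0.62, adjusted p from 0.0536 to 0.101). The lipoprotein list did not pass between the genotypes without wild-type TM replicate 3 or *Atf*6α-/- TM replicate 2 in turn (-0.15 to -0.11, adjusted p from 0.0544 to 0.0778). *Apob* passed with TM in wild-type animals with the number of the animal as a block or the covariate of Y-linked genes in turn. *Mgll* did not pass with TM in wild-type and *Atf*6α-/- animals without probesets of the types _s_at, _x_at and _a_at. Ketogenesis genes passed as a list with TM in wild-type animals with limma's fry (median of -0.68, adjusted p = 0.0377). Genes of lipoprotein assembly and transport did not pass as a list between the genotypes under TM with limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.16 to -0.14, adjusted p from 0.0539 to 0.0839).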

Genes representing processes relevant to lipid metabolism were enriched in all of the downregulated groups—B, D, F, and G—but not in the upregulated groups A, C, E, H, and I (Figures 5B,C). Conversely, each of the upregulated groups was enriched in genes representing pathways relevant to protein synthesis, trafficking, and degradation. 

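At 8 h, *Gars*, which encodes a tRNA synthetase, rose with TM in wild-type (1.50, standard error 0.10, adjusted p = 9.4e-07) and *Atf*6α-/- animals (1.66, standard error 0.10, adjusted p = 5.0e-07). *Srprb* (2.75 and 2.37), *Tmed3* (2.51 and 1.56) and *Gar1* (1.85 and 2.98), genes of ER translocation, ER to Golgi transport and ribosome biogenesis, rose in both as well. The proteasome gene *Psmd1* stayed under a 1.5-fold change (-0.40, adjusted p = 0.0278, and -0.36, adjusted p = 0.0346). Of 41 genes of ER translocation and N-glycosylation, 26 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 4.9e-16, adjusted p = 0.161 with an estimated correlation) in wild-type and 25 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 8.6e-11, adjusted p = 0.346 with an estimated correlation) in *Atf*6α-/- animals. Of 38 genes of ER to Golgi transport, 31 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 5.0e-21, adjusted p = 0.160 with an estimated correlation) in wild-type and 26 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 8.2e-11, adjusted p = 0.374 with an estimated correlation) in *Atf*6α-/- animals. Of 19 cytosolic tRNA synthetases, 13 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 2.1e-11, adjusted p = 0.0857 with an estimated correlation) in wild-type and 17 were higher and 0 lower (also adjusted over the list alone, camera adjusted p = 9.6e-12, adjusted p = 0.185 with an estimated correlation) in *Atf*6α-/- animals. Between the genotypes under TM 4 were higher and 1 lower (also adjusted over the list alone, median of 0.30, camera adjusted p = 2.3e-05, adjusted p = 0.414 with an estimated correlation), with *Wars* lower (-1.04, adjusted p = 3.1e-04) and *Rars* higher (0.88, adjusted p = 9.6e-04). Of 35 genes of ribosome biogenesis and rRNA processing, 26 were higher and 0 lower (27 and 0 adjusted over the list alone, median of 0.81, camera adjusted p = 1.0e-14, adjusted p = 0.365 with an estimated correlation) in wild-type and 33 were higher and 0 lower (also adjusted over the list alone, median of 1.40, camera adjusted p = 5.3e-20, adjusted p = 0.311 with an estimated correlation) in *Atf*6α-/- animals. Between the genotypes under TM 10 were higher and 0 lower (19 and 0 adjusted over the list alone, median of 0.63, camera adjusted p = 5.0e-15, adjusted p = 0.473 with an estimated correlation), and in the interaction 3 were higher and 0 lower (9 and 0 adjusted over the list alone, median of 0.60, camera adjusted p = 4.0e-12, adjusted p = 0.659 with an estimated correlation). *Dkc1* (0.92, adjusted p = 0.00826) and *Gnl3* (0.88, adjusted p = 0.0200) were higher in *Atf*6α-/- animals under TM, whereas *Nop58* (1.01, adjusted p = 0.0805) did not pass. Of 31 proteasome genes, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.016, camera adjusted p = 0.963) in wild-type and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.11, camera adjusted p = 0.893) in *Atf*6α-/- animals. Of 24 cytosolic ribosomal protein genes, 0 were higher and 0 lower (also adjusted over the list alone, median of 0.077, camera adjusted p = 0.142) in wild-type and 0 were higher and 0 lower (also adjusted over the list alone, median of 0.20, camera adjusted p = 0.00219, adjusted p = 0.763 with an estimated correlation) in *Atf*6α-/- animals, with an interaction median of 0.10 (camera adjusted p = 0.0616). The ribosomal protein list did not pass in *Atf*6α-/- animals without *Atf*6α-/- TM replicate 3 (0.10, adjusted p = 0.0688). Its interaction passed without wild-type TM replicate 2 or 3, *Atf*6α-/- vehicle replicate 3 or *Atf*6α-/- TM replicate 1 or 2 in turn (0.12 to 0.18, adjusted p from 8.0e-04 to 0.0422). Cytosolic ribosomal proteins passed as a list with TM in wild-type animals with cyclic loess normalization (median of 0.13, adjusted p = 0.0316). Cytosolic ribosomal proteins did not pass as a list with TM in *Atf*6α-/- animals with limma's fry (median of 0.20, adjusted p = 0.0530). Cytosolic ribosomal proteins passed as a list in the interaction with quantile normalization, the number of the animal as a block or the mean of all probesets of each gene in turn (medians of 0.10 to 0.11, adjusted p from 0.0321 to 0.0470). Genes of ribosome biogenesis and rRNA processing did not pass as a list in the interaction with limma's fry (median of 0.60, adjusted p = 0.224).

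**Figure D4:**
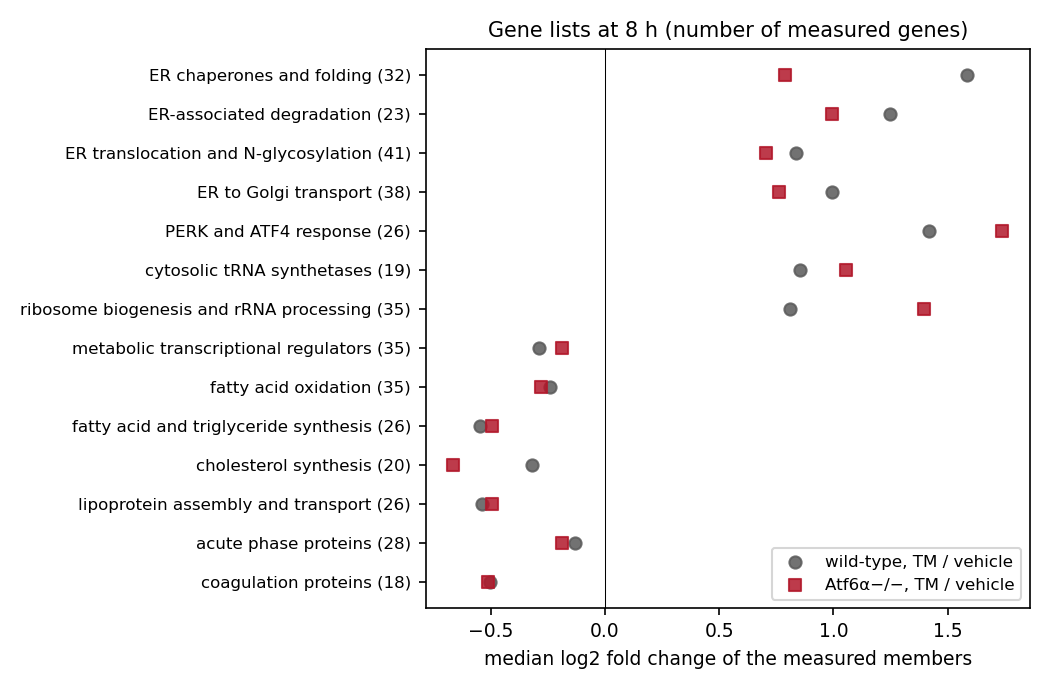
Median log2 fold change of gene lists after 8 h of TM against vehicle in wild-type (grey circles) and *Atf*6α-/- animals (red squares). Numbers beside the names count the measured genes, values right of 0 are higher with TM, and ribosome biogenesis lies at 0.81 in wild-type and 1.40 in *Atf*6α-/- animals.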

UPR activation during ER stress is known to transcriptionally augment the cellular protein biogenesis machinery through the action of the major UPR-regulated transcriptional activators XBP1, ATF4, and ATF6 (Harding et al., 2003; Lee et al., 2003; Wu et al., 2007). This pathway analysis thus suggests that, at least in the liver, suppression of genes involved in lipid metabolism represents a concerted focus of UPR activation.

**Figure 5:**
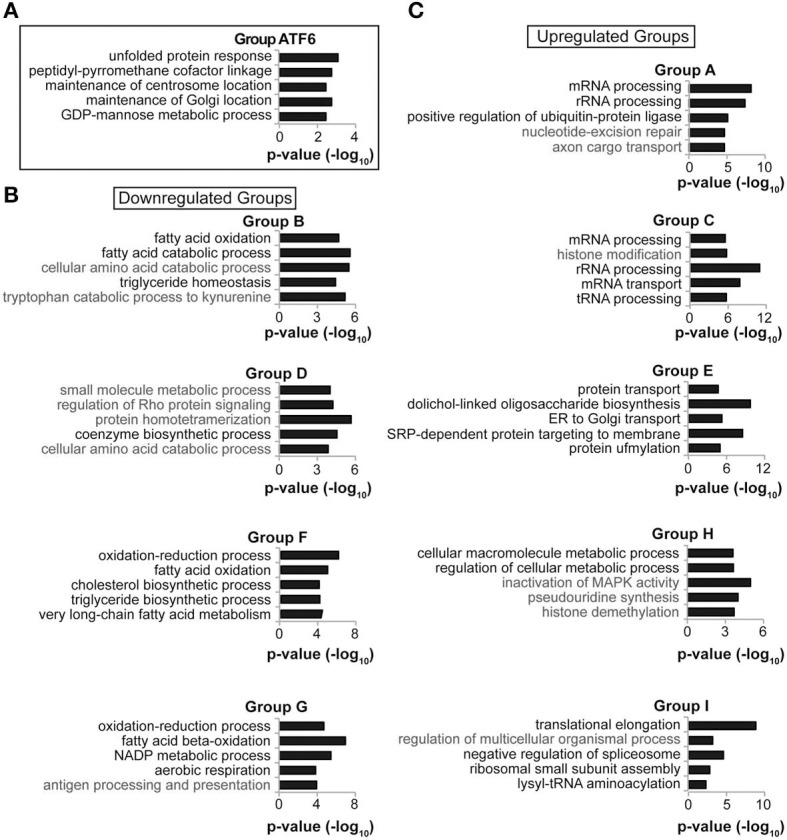
**Functionally related genes cluster by temporal regulation. (A–C)** Each of the gene groups in Figure 4 was subjected to Gene Ontology pathway analysis using FunNet. The top seven most significant pathway enrichments were then reordered by the number of genes from that group that were pathway “hits,” with pathways having the most “hits” listed higher. For reasons of space, five of these seven pathways from each group are shown. In no case was a lipid metabolism process enriched among the upregulated gene groups. In **(B)**, pathways relevant to lipid metabolism are listed in black, and other pathways in gray. In **(C)**, pathways relevant to protein processing are listed in black.

### Functional genomic analysis identifies HNF4α as a proximal regulator of metabolic gene expression during ER stress

We wished to harness the statistical power of our microarray comparisons in order to predict regulatory transcription factors whose activity was altered by ER stress; these would be the most likely to be proximally mechanistically connected to the UPR. To accomplish this, we subjected the genes in each group to analysis using oPOSSUM (Ho Sui et al., 2005), which searches the promoter/enhancer region of each gene for consensus transcription factor binding sites from the JASPAR CORE database. Establishing the validity of this approach, the genes in Group ATF6 yielded the transcription factor NFYA [GenBank:NM_001110832.1] as the sole statistically significant hit (Figure 6A). ATF6α is known to dimerize with NFYA to regulate transcription from promoters containing ERSE and ERSE II elements (Yoshida et al., 2000, 2001; Kokame et al., 2001). NFYA was not enriched in any other group, underscoring the specificity of the algorithm.

**Figure 6:**
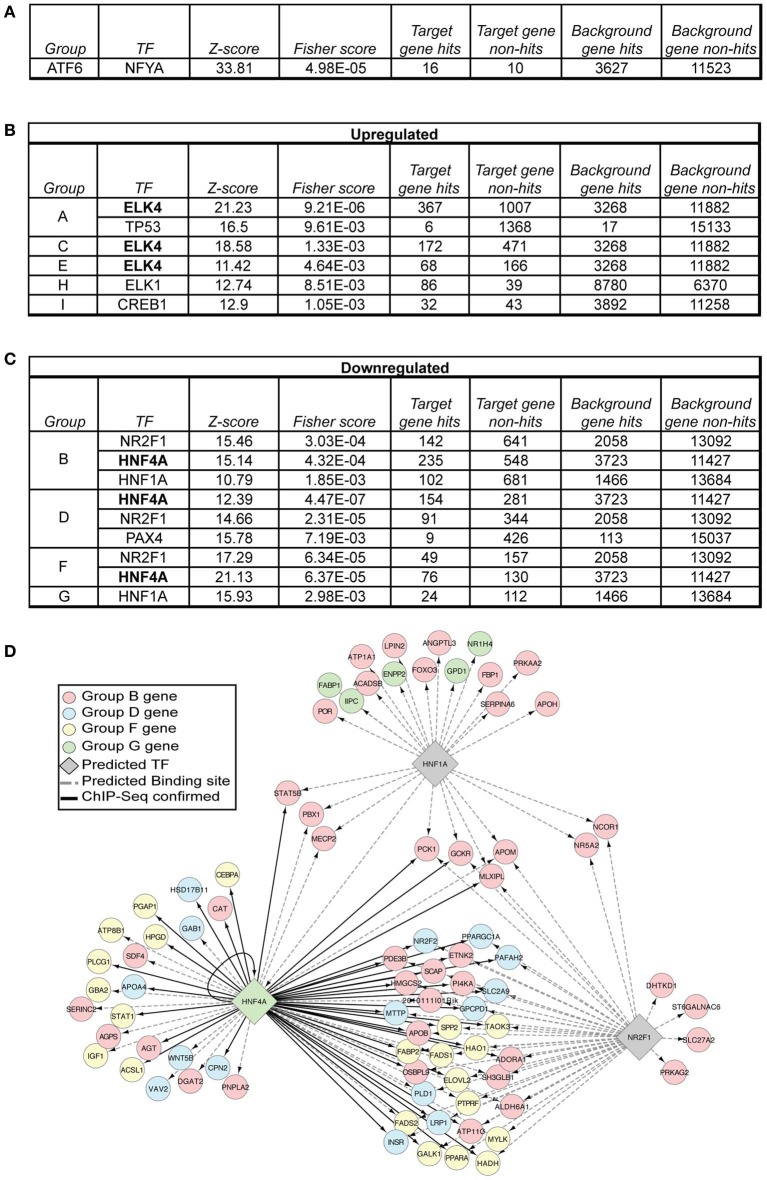
**Transcription factor prediction implicates ELK4, HNF1α, NR2F1, and HNF4α as hidden regulatory nodes in hepatic stress-dependent gene regulation. (A–C)** Each of the gene groups in Figure 4 was subjected to oPOSSUM single-site analysis, which searches regulatory regions (in this case, ±2000 bp from the transcriptional start site) for potential binding sites of transcription factors identified in the JASPAR CORE database. The results were limited to a *Z*-score > 10 and a Fisher score < 0.01. **(D)** The data from **(C)** were visualized using the BINGO plug-in for Cytoscape software, considering only genes relevant to lipid metabolism as annotated from GO analysis. oPOSSUM-predicted binding sites are shown using dashed lines, while genes with confirmed HNF4α-binding sites are shown by solid lines.

Because genes involved in lipid metabolism were found in groups B, D, F, and G, we sought hits found in those groups and no others, with a particular emphasis on groups D and F, since these groups contain the early-responding genes. Remarkably, binding sites for two transcription factors—HNF4α and NR2F1 [GenBank:NM_010151.2]—were enriched in Groups B, D, and F but not in any other group (Figures 6B,C). These factors have similar consensus binding sites (Kimura et al., 1993; Ellrott et al., 2002; Schmidt et al., 2010), explaining why they segregate together in this analysis. This finding suggests that the activity of these two transcriptional activators is altered during ER stress, since genes containing binding sites for these factors are downregulated by ER stress, and their downregulation is exacerbated by the ongoing stress seen in *Atf*6α^−/−^ mice. Conversely, groups A, C, and E were enriched for genes with potential binding sites for ELK4, also known as SRF Accessory Protein (SAP)-1 [GenBank:NM_007923.2].

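*Vcl*, which encodes vinculin, fell with TM at 8 h in wild-type (-1.35, standard error 0.11, adjusted p = 4.4e-06) and *Atf*6α-/- animals (-0.94, standard error 0.11, adjusted p = 5.0e-05). *Myl9* (-1.15, adjusted p = 0.00221) and *Flna* (-0.86, adjusted p = 0.00307) fell in wild-type animals and did not pass in *Atf*6α-/- animals (-0.26 and -0.54), with interactions of 0.89 (adjusted p = 0.242) and 0.32 (adjusted p = 0.694). *Acta2* was lower in both (-0.62 and -0.64). *Mcl1* did not pass with TM in wild-type (-0.53, adjusted p = 0.0165) or *Atf*6α-/- animals (0.47, adjusted p = 0.0222) and was higher in *Atf*6α-/- animals under TM (0.81, adjusted p = 0.00497) and in the interaction (1.00, adjusted p = 0.0268). Of 15 SRF and ELK targets, 1 was higher and 5 lower (also adjusted over the list alone, median of -0.23, camera adjusted p = 0.211) with TM in wild-type and 1 was higher and 2 lower (also adjusted over the list alone, median of 0.051, camera adjusted p = 0.817) in *Atf*6α-/- animals. In the interaction 1 was higher and 0 lower (also adjusted over the list alone, median of 0.28, camera adjusted p = 0.0374, adjusted p = 0.659 with an estimated correlation). Of 21 immediate early genes, 4 were higher and 2 lower (4 and 3 adjusted over the list alone, median of 0.011, camera adjusted p = 0.607) in wild-type and 5 were higher and 1 lower (also adjusted over the list alone, median of 0.089, camera adjusted p = 0.0693) in *Atf*6α-/- animals, among them *Klf10* (1.48 and 2.51) and *Ier5* (1.23 and 2.01), whereas *Dusp1* fell (-1.17 and -0.76). Their interaction gave 4 higher and 0 lower (also adjusted over the list alone, median of 0.27, camera adjusted p = 0.00490, adjusted p = 0.619 with an estimated correlation). The call of *Acta2* was lost in wild-type animals without wild-type vehicle replicate 3 or wild-type TM replicate 3 in turn (-0.57 to -0.56, adjusted p from 0.0156 to 0.0160) and in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 1 or *Atf*6α-/- TM replicate 2 in turn (-0.56 to -0.54, adjusted p from 0.00769 to 0.00946). The interaction of *Mcl1* was lost without wild-type vehicle replicate 1 or 3, wild-type TM replicate 2 or 3, *Atf*6α-/- vehicle replicate 1 or 3 or *Atf*6α-/- TM replicate 1, 2 or 3 in turn (0.90 to 1.02, adjusted p from 0.0505 to 0.0841), whereas that of *Myl9* passed without wild-type vehicle replicate 2 (1.16, adjusted p = 0.0284). As lists, the SRF and ELK targets did not pass in the interaction without wild-type vehicle replicate 1, wild-type TM replicate 1, *Atf*6α-/- vehicle replicate 2 or *Atf*6α-/- TM replicate 3 in turn (0.19 to 0.23, adjusted p from 0.0674 to 0.205), nor did the immediate early genes without wild-type vehicle replicate 1 (0.28, adjusted p = 0.0605), which passed in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 1 (0.11, adjusted p = 0.0380). Binding sites in promoters were not analysed here. *Acta2* did not pass with TM in wild-type and *Atf*6α-/- animals with the mean of all its probesets or without probesets of the types _s_at, _x_at and _a_at in turn. *Mcl1* did not pass between the genotypes under TM with the mean of all its probesets. *Mcl1* did not pass in the interaction with centring on *Btf3* and *Ppia*, the number of the animal as a block or the mean of all its probesets in turn. SRF and ELK targets passed as a list with TM in wild-type animals with limma's fry (median of -0.23, adjusted p = 0.0153). That test asks for a shift of the list in a shared direction, and camera's comparison with other genes did not pass there. SRF and ELK targets did not pass as a list in the interaction with quantile normalization, cyclic loess normalization or limma's fry in turn (medians of 0.21 to 0.28, adjusted p from 0.0525 to 0.237). Immediate early genes passed as a list with TM in *Atf*6α-/- animals with centring on *Btf3* and *Ppia*, the covariate of Y-linked genes, the mean of all probesets of each gene or limma's fry in turn (medians of 0.021 to 0.090, adjusted p from 0.00423 to 0.0476). Immediate early genes did not pass as a list in the interaction with limma's fry (median of 0.27, adjusted p = 0.143).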

Group I, encompassing genes upregulated by long-term ER stress in wild-type animals and further upregulated in *Atf*6α^−/−^ animals, was enriched for binding by CREB1 [GenBank:NM_001037726.1], which shares a consensus binding sequence with the ER-localized transcription factor CREBH (Zhang et al., 2006). CREBH is activated by proteolysis induced by, among other stimuli, ER stress, and it regulates expression of acute phase response genes and metabolic genes (Zhang et al., 2006, 2012; Luebke-Wheeler et al., 2008). Accordingly, the genes in Group I have a profile expected for CREBH targets—namely that they are upregulated by ER stress, and further upregulated in *Atf*6α^−/−^ animals, in which ER stress is exacerbated. However, lipid metabolic genes were not enriched in Group I, and the CREB1 binding site was not enriched in the groups containing lipid metabolic genes. In addition, other than the gene encoding serum amyloid P-component (*Apcs*) [GenBank:NM_011318.2], most genes encoding acute phase response proteins (SAA proteins, CRP, coagulation and clotting proteins, etc.) were not significantly upregulated at either time point in either genotype, suggesting that CREBH activity during *bona fide* ER stress (as opposed to endotoxin, pro-inflammatory cytokines, or other stimuli) might be minimal, and the genes in Group I might instead be regulated by another factor from the CREB family.

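*Apcs* rose with TM at 8 h from 12.45 ± 0.68 (SD, n = 3) to 13.79 ± 0.13 in wild-type animals (1.34, standard error 0.27, adjusted p = 0.00346) and from 12.30 ± 0.28 to 13.99 ± 0.24 in *Atf*6α-/- animals (1.69, standard error 0.27, adjusted p = 4.7e-04), with a difference of 0.20 (adjusted p = 0.840) under TM. The other acute phase gene that rose in wild-type animals was *Orm3* (2.02, standard error 0.51, adjusted p = 0.0142), which did not pass in *Atf*6α-/- animals (1.27, adjusted p = 0.0820) and had an interaction of -0.75 (adjusted p = 0.781). *Crp* fell in both genotypes (-0.71, adjusted p = 0.00246, and -0.82, adjusted p = 5.6e-04), as did *Serpina3n* (-1.09, adjusted p = 0.00375, and -1.19, adjusted p = 0.00145). The serum amyloid A genes *Saa1* (-0.45, adjusted p = 0.739), *Saa2* (-0.92, adjusted p = 0.238), *Saa3* (-0.53, adjusted p = 0.292) and *Saa4* (-0.91, adjusted p = 0.0899) did not pass in wild-type animals. *Saa1* (-1.98), *Saa2* (-2.02) and *Saa4* (-1.07) fell in *Atf*6α-/- animals, with interactions of -1.53 (adjusted p = 0.619), -1.10 (adjusted p = 0.616) and -0.16 (adjusted p = 0.952). *Hamp* gave 0.50 (standard error 0.094, adjusted p = 0.00240) in wild-type and 0.54 (adjusted p = 8.9e-04) in *Atf*6α-/- animals, 1.41-fold and 1.46-fold. Of 28 acute phase genes, 2 were higher and 2 lower (2 and 3 adjusted over the list alone, median of -0.13, mean of 0.018, camera adjusted p = 0.524 in the downward direction) in wild-type and 1 was higher and 7 lower (also adjusted over the list alone, median of -0.19, camera adjusted p = 0.330) in *Atf*6α-/- animals, and between the genotypes under TM 0 were higher and 0 lower (also adjusted over the list alone, median of -0.042, camera adjusted p = 0.335). Of 18 coagulation genes, 0 were higher and 7 lower (also adjusted over the list alone, median of -0.50, camera adjusted p = 2.6e-04, adjusted p = 0.480 with an estimated correlation) in wild-type and 0 were higher and 9 lower (also adjusted over the list alone, median of -0.51, camera adjusted p = 0.00187, adjusted p = 0.540 with an estimated correlation) in *Atf*6α-/- animals. *Klkb1* (-1.06 and -1.33), *Serpind1* (-0.83 and -0.99) and *F7* (-0.76 and -1.46) fell in both. Of 11 CREBH targets, a list that includes *Apcs*, 2 were higher and 3 lower (3 and 5 adjusted over the list alone, median of -0.036, mean of 0.41, camera adjusted p = 0.812 in the upward direction) in wild-type and 3 were higher and 4 lower (also adjusted over the list alone, median of 0.30, camera adjusted p = 0.641) in *Atf*6α-/- animals. *Saa1* did not pass in *Atf*6α-/- animals without wild-type vehicle replicate 3, wild-type TM replicate 2, *Atf*6α-/- vehicle replicate 1, 2 or 3 or *Atf*6α-/- TM replicate 1 or 3 in turn (-2.28 to -1.53, adjusted p from 0.0551 to 0.171) and *Saa4* without *Atf*6α-/- vehicle replicate 1 or 2 or *Atf*6α-/- TM replicate 3 in turn (-1.03 to -0.61, adjusted p from 0.0883 to 0.110). *Saa4* passed in wild-type animals without *Atf*6α-/- TM replicate 3 (-0.91, adjusted p = 0.0134), and *Hamp* in *Atf*6α-/- animals without *Atf*6α-/- TM replicate 2 (0.59, adjusted p = 0.00145). *Hamp* passed with TM in *Atf*6α-/- animals with quantile normalization or cyclic loess normalization in turn. *Saa3* passed with TM in wild-type animals without the 4 arrays with Y-linked signal (chosen after the values were seen). *Saa4* did not pass with TM in *Atf*6α-/- animals with a fit of only the arrays of the contrast. *Saa4* passed with TM in wild-type animals with the covariate of Y-linked genes or a fit of only the arrays of the contrast in turn.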

ELK4 is part of the Ternary Complex Factor (TCF) family of transcription factors that interact with Serum Response Factor (SRF) (Dalton and Treisman, 1992). A role for ELK4 in hepatic gene expression has not been described, nor has ELK4 been directly linked to ER stress. ELK4 has been shown to be activated by JNK-dependent phosphorylation (Janknecht and Hunter, 1997), and JNK [GenBank:NM_016700.4] is activated by ER stress (Urano et al., 2000). Thus, we speculate that ELK4 activity might be regulated during ER stress in the liver by JNK or other MAP kinases to promote expression of genes in groups A, C, and E. NR2F1, also known as COUP-TF, is an orphan receptor. Deletion leads to perinatal lethality with extensive dysregulation of neuronal differentiation (Qiu et al., 1997). Its function in the liver is less clear, although it has been shown to coactivate transcription synergistically with HNF4α (Ktistaki and Talianidis, 1997; Yanai et al., 1999).

HNF4α is expressed most strongly in the liver, intestine, kidney, and pancreas. Deletion is lethal during gastrulation (Chen et al., 1994). Mice with a liver-specific deletion of HNF4α develop steatosis concomitant with impaired *ApoB* and *Mttp* expression and VLDL production (Hayhurst et al., 2001). Hepatic knockdown of HNF4α by adenoviral delivery resulted in steatosis and in impaired VLDL production, along with essentially uniformly diminished expression of a host of genes involved in lipid metabolism, including many of those reported here (Yin et al., 2011). Thus, loss of HNF4α phenocopies many of the lipid metabolic genetic changes that are induced by ER stress. Overexpression of HNF4α in primary hepatocytes resulted in upregulation of many of these same genes, though not of *Srebf1* nor *Srebf2* (Yin et al., 2011). This exception is notable because *Srebf1* and *Srebf2* are conspicuous among the metabolic genes analyzed here in the fact that their downregulation is *not* exacerbated at 34 h in *Atf*6α^−/−^ mice (Figures 3D,E). HNF4α binding sites in the mouse liver genome have been characterized by ChIP-seq (Schmidt et al., 2010), and genes in Groups B, D, and F are confirmed HNF4α targets (Figure 6D).

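*Slc10a1*, which encodes a bile acid transporter of hepatocytes, fell with TM at 8 h from 13.47 ± 0.15 (SD, n = 3) to 12.59 ± 0.18 in wild-type animals (-0.88, standard error 0.18, adjusted p = 0.00375) and from 13.35 ± 0.19 to 12.39 ± 0.39 in *Atf*6α-/- animals (-0.96, standard error 0.18, adjusted p = 0.00137). The apolipoprotein gene *Apoc2* (interaction of -0.60, adjusted p = 0.246) and the coagulation gene *F10* (-0.64 and -0.86) fell in both genotypes as well. *Pck1* did not pass in wild-type animals (-0.85, adjusted p = 0.101) and fell in *Atf*6α-/- animals (-1.04, adjusted p = 0.0332), with an interaction of -0.18 (adjusted p = 0.938). Of 24 HNF4α targets, 1 was higher and 9 lower (2 and 11 adjusted over the list alone, median of -0.40, camera adjusted p = 0.0124, adjusted p = 0.528 with an estimated correlation) with TM in wild-type and 1 was higher and 11 lower (also adjusted over the list alone, median of -0.59, camera adjusted p = 0.00418, adjusted p = 0.536 with an estimated correlation) in *Atf*6α-/- animals. The member that was higher in both was *Tat*. Between the genotypes under TM 0 were higher and 1 lower (0 and 2 adjusted over the list alone, median of -0.14, camera adjusted p = 0.0389, adjusted p = 0.777 with an estimated correlation), and the interaction gave 0 higher and 0 lower (also adjusted over the list alone, median of -0.18, camera adjusted p = 0.102). The HNF4α list did not pass in wild-type animals without wild-type vehicle replicate 2 or wild-type TM replicate 2 in turn (-0.40 to -0.37, adjusted p from 0.0505 to 0.0809) or between the genotypes without wild-type vehicle replicate 2, wild-type TM replicate 1 or 3 or *Atf*6α-/- TM replicate 3 in turn (-0.14 to -0.054, adjusted p from 0.0774 to 0.270). Its interaction passed without wild-type vehicle replicate 2, wild-type TM replicate 2 or *Atf*6α-/- TM replicate 1 in turn (-0.31 to -0.17, adjusted p from 0.00865 to 0.0375). Members such as *Apoc2*, *Mttp* and *F10* also stand in the lists of lipoprotein or coagulation genes, so these lists are not independent. HNF4α targets did not pass as a list with TM in wild-type animals without the 4 arrays with Y-linked signal (chosen after the values were seen, median of -0.44, adjusted p = 0.0850). HNF4α targets did not pass as a list between the genotypes under TM with quantile normalization, centring on *Btf3* and *Ppia*, the covariate of Y-linked genes, array weights, limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.14 to -0.11, adjusted p from 0.0571 to 0.252).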

Our results, together with the known activity of HNF4α, predict that ER stress leads to diminished activity of HNF4α, and that this occurs as an early event in metabolic gene regulation by ER stress. To test this prediction, we analyzed the binding of HNF4α to ChIP-seq-defined sites in the promoter/enhancer regions of three of the four earliest regulated metabolic genes—the transcription regulators *Cebpa*, *Pgc1a*, and *Ppara* (the proximal *Pgc1b* promoter/enhancer did not contain a predicted or validated HNF4α binding site). We found that treatment of animals with TM for 8 h did not change either the total expression (Figure 7A) or nuclear localization (Figure 7B) of HNF4α. Yet, consistent with our prediction, we found that HNF4α chromatin binding decreased significantly at several sites in the *Cebpa* and *Pgc1a* promoters upon treatment of animals with TM (Figure 7C). This diminishment was not uniform; several sites within the three promoters showed unaltered HNF4α binding (Figure 7A). Together, these findings suggest that ER stress reduces the activity of HNF4α at specific sites in the genome through a mechanism that is independent of the HNF4α expression level.

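At 2 mg/kg TM and 8 h, mRNA of *Hnf4a* averaged 12.47 ± 0.18 (SD, n = 3) with vehicle and 12.83 ± 0.18 with TM in wild-type animals on the log2 scale (0.36, standard error 0.15, adjusted p = 0.145), which did not pass. It rose from 12.30 ± 0.26 to 13.24 ± 0.19 in *Atf*6α-/- animals (0.94, standard error 0.15, adjusted p = 6.0e-04). The genotypes under TM differed by 0.41 (adjusted p = 0.202), with an interaction of 0.58 (adjusted p = 0.304), and neither passed. All 4 probesets of *Hnf4a* rose in *Atf*6α-/- animals (0.94 to 1.28) and did not pass in wild-type animals (0.36 to 0.54). Figure 7 measured protein at a lower dose of TM, and binding of HNF4α was not analysed here.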

**Figure 7:**
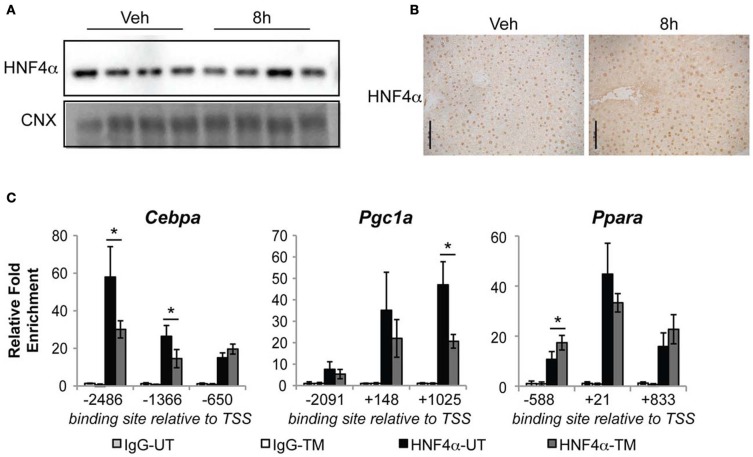
**Diminished HNF4α binding at *Cebpa* and *Pgc1a* promoters during ER stress. (A,B)** Wild-type mice were challenged with 1 mg/kg TM for 8 h, and expression of HNF4α was assessed by immunoblot **(A)** or immunohistochemistry **(B)**. Scale bar = 50 μm. **(C)** HNF4α binding to the regulatory regions of the indicated genes was assessed by chromatin-IP. Regions are given relative to the transcriptional start site, and correspond to regions identified by ChIP-seq analysis (Schmidt et al., 2010). *n* = 3–4 animals per group. Typical recovery of genomic material in samples containing HNF4α antibody was in the range of 0.1–1 percent of total input. ^*^p < 0.05 by *t*-test.

## Conclusions

The hepatic lipid dysregulation that is elicited by ER stress is accompanied by sweeping alterations to the expression of genes involved in the process. With few exceptions, these genes are downregulated by ER stress, and encompass numerous metabolic pathways including fatty acid oxidation, lipogenesis, triglyceride storage and secretion, and phospholipid synthesis. The downregulated genes include both those encoding the key enzymes of each of these processes as well as the upstream transcription factors that regulate them. However, it would be unlikely that these genes would be directly suppressed by canonical UPR-regulated transcription factors, since these are, for the most part, transcriptional activators rather than repressors. Further, ablation of the ATF6α pathway of the UPR compromises recovery from ER stress and leads to an exacerbated steatotic phenotype, yet ATF6α does not directly act upon genes involved in lipid metabolism—no such genes populate either group ATF6 or its downregulated converse. Therefore, other mechanisms linking UPR activation to metabolic gene regulation must be at work. The extensive nature of metabolic gene regulation during ER stress also suggests a hierarchical organization of gene regulatory events, with most genes regulated as an indirect consequence of earlier events. Such an organization predicted that the temporal ordering of gene regulation could be used to identify the transcriptional events most proximal to UPR signaling.

With these facts in mind, we hypothesized that a “bottom-up” approach could be used to establish which ER stress-dependent metabolic gene expression changes occurred earliest, and to identify common regulators of those genes. To that end, our analysis predicted altered activity of HNF4α, which we then confirmed experimentally. We can conclude that its diminished binding to the promoters of *Cebpa* and *Pgc1a* is likely to contribute to the suppression of these genes, because knockdown of HNF4α is already known to have similar effects on metabolic genes to those reported here (Yin et al., 2011). We have combined the experimental and bioinformatic experiments described here with existing literature on the roles of HNF4α, C/EBPα, PGC-1α, and PPARα into a working model describing the genetic hierarchy of lipid metabolic gene regulation during stress (Figure 8). Although these relationships were elicited using TM, the observation that proteasome inhibition or overexpression of a misfolded secretory protein leads to similar genetic changes and lipid accumulation (Rutkowski et al., 2008), together with the fact that they were elicited using animals with a specific lesion in ER stress signaling, argue that they are likely to apply to ER stress in general.

**Figure 8:**
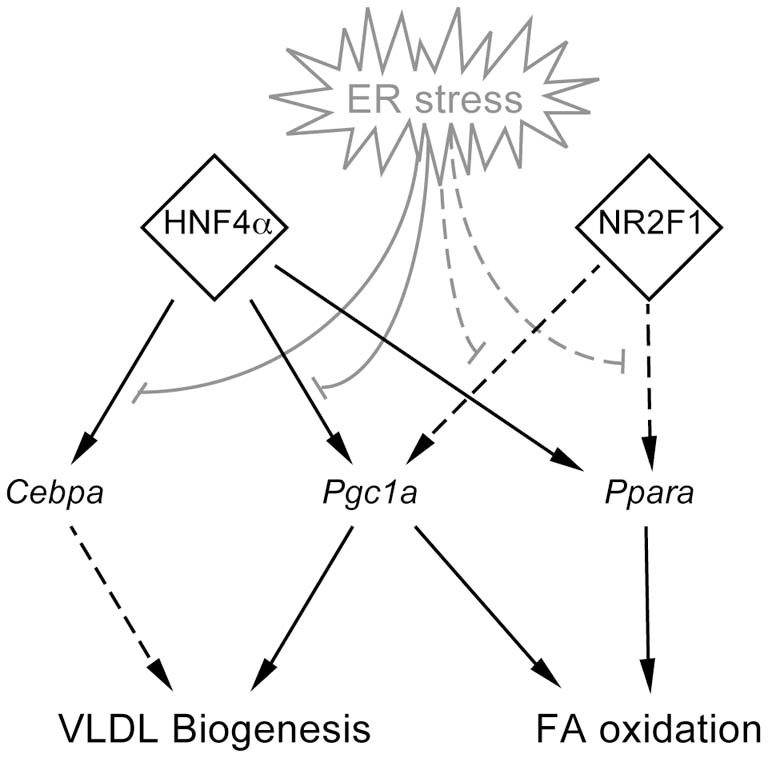
**Model for organization of lipid metabolic gene regulation during ER stress.** Experimentally demonstrated (here or elsewhere) relationships are shown using solid lines, while as-yet unvalidated relationships suggested by this work are shown by dashed lines.

Two key questions immediately arise for further study. The first of these is whether all of the metabolic gene regulatory changes downstream of ER stress are subordinate to HNF4α and subsequent changes in the expression of just one or a small number of rapidly suppressed master regulators such as *Cebpa*, *Pgc1a*, etc. Testing this hypothesis requires systematic overexpression of different metabolic transcriptional regulators, to see which blunt lipid accumulation during ER stress and how downstream metabolic genes respond. It is possible that HNF4α regulates both the proximal transcriptional regulators (C/EBPα, PGC-1α, etc.) and also genes encoding the downstream metabolic enzymes (CPT1A, ACOX1, etc.), which would provide a feedforward mechanism for suppression of these pathways. The second question is how ER stress influences HNF4α activity. Absent changes in HNF4α expression level or localization (Figure 7), the most likely scenarios are either covalent modification of HNF4α itself or modification, change in expression, or sequestration of a binding partner of HNF4α.

It is possible that the preponderance of bZIP factors produced during ER stress (ATF6α, ATF6β, ATF4, XBP1, and CHOP) could titrate a coregulator away from HNF4α. Persistent ER stress experienced in *Atf*6α^−/−^ animals causes prolonged UPR activation and expression of the other non-ATF6α UPR-regulated bZIPs (Rutkowski et al., 2008), which might therefore cause continued cofactor sequestration even as wild-type animals recover from stress. A sequestration model predicts that the strength and persistence of the stress will be a key factor in altering the activity of non-UPR transcription factors like HNF4α. Accordingly, chronic stresses would be expected to elicit different patterns of metabolic gene regulation than acute stresses, and strong stresses different patterns from milder ones. In support of this idea, exposure of zebrafish larvae to chronic but mild TM results in efficient induction of steatosis in the larval livers, and knockdown of ATF6α ameliorated this lipid accumulation. In contrast, a more acute but stronger ER stress—perhaps most akin to the exposures used in this work—led to less efficient steatosis that was exacerbated by ATF6α knockdown (Cinaroglu et al., 2011). The effects of stresses of different strengths and persistence have not yet been tested in a mammalian system, and will be important in validating or refuting the idea that pathophysiological conditions like obesity are in effect states of chronic ER stress. We also note that this work warrants an exploration of the roles of NR2F1 and ELK4 in hepatic gene expression. In fact, with all genes broken down into 81 possible expression profiles, we predict that other testable hidden regulatory nodes will emerge, and that searching these groups for conserved sequences will reveal nodes beyond the relatively small number that are linked to transcription factors in the JASPAR CORE database.

Finally, the scope of this work was limited to exploring the gene regulatory network linking acute ER stress to metabolism. Our gene expression results suggest that genetic suppression of VLDL production and fatty acid oxidation likely contribute to the steatotic phenotype while lipogenesis does not contribute, and might even be inhibited as a feedback mechanism to offset lipid accumulation. However, it remains to be determined whether these changes in mRNA expression are reflected in protein levels and consequent biochemical activities of the various pathways, and the extent to which they are also seen during physiological ER stresses such as obesity.

In summary, we have provided proof-of-principle that a bottom-up approach sheds light on the organization of metabolic gene regulation during ER stress and makes testable predictions about this organization. As a consequence, we have identified a novel regulatory node in the process. Beyond revealing a likely role for HNF4α in this regulation, it provides a resource for regulators of other coordinated gene expression groups to be discovered.

## Authors' contributions

AMA carried out qRT-PCR, ChIP, immunoblot, and bioinformatic analysis, and analyzed data. DDM carried out lipid analysis and immunohistochemistry, and analyzed data. RJK participated in the design and coordination of the microarray study. DTR conceived the study, participated in the design and coordination of all experiments, and drafted the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

bZIP: basic leucine zipper
ER: endoplasmic reticulum
TM: tunicamycin
UPR: unfolded protein response
VLDL: very low density lipoprotein.

## References

[B1] ArensdorfA. M.RutkowskiD. T. (2013). Endoplasmic reticulum stress impairs IL-4/IL-13 signaling through C/EBPβ-mediated transcriptional suppression. J. Cell. Sci. 126, 4026–4036 10.1242/jcs.13075723813955PMC3757336

[B2] CavigliaJ. M.GayetC.OtaT.Hernandez-OnoA.ConlonD. M.JiangH. (2011). Different fatty acids inhibit apoB100 secretion by different pathways: unique roles for ER stress, ceramide, and autophagy. J. Lipid Res. 52, 1636–1651 10.1194/jlr.M01693121719579PMC3151684

[B3] ChenW. S.ManovaK.WeinsteinD. C.DuncanS. A.PlumpA. S.PreziosoV. R. (1994). Disruption of the HNF-4 gene, expressed in visceral endoderm, leads to cell death in embryonic ectoderm and impaired gastrulation of mouse embryos. Genes Dev. 8, 2466–2477 10.1101/gad.8.20.24667958910

[B4] ChikkaM. R.McCabeD. D.TyraH. M.RutkowskiD. T. (2013). C/EBP homologous protein (CHOP) contributes to suppression of metabolic genes during ER stress in the liver. J. Biol. Chem. 288, 4405–4415 10.1074/jbc.M112.43234423281479PMC3567690

[B5] CinarogluA.GaoC.ImrieD.SadlerK. C. (2011). Activating transcription factor 6 plays protective and pathological roles in steatosis due to endoplasmic reticulum stress in zebrafish. Hepatology 54, 495–508 10.1002/hep.2439621538441PMC3145024

[B6] DaltonS.TreismanR. (1992). Characterization of SAP-1, a protein recruited by serum response factor to the c-fos serum response element. Cell 68, 597–612 10.1016/0092-8674(92)90194-H1339307

[B7] DesvergneB.MichalikL.WahliW. (2006). Transcriptional regulation of metabolism. Physiol. Rev. 86, 465–514 10.1152/physrev.00025.200516601267

[B8] EllrottK.YangC.SladekF. M.JiangT. (2002). Identifying transcription factor binding sites through Markov chain optimization. Bioinformatics 18Suppl. 2, S100–S109 10.1093/bioinformatics/18.suppl_2.S10012385991

[B9] HardingH. P.ZhangY.ZengH.NovoaI.LuP. D.CalfonM. (2003). An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Mol. Cell 11, 619–633 10.1016/S1097-2765(03)00105-912667446

[B10] HayhurstG. P.LeeY. H.LambertG.WardJ. M.GonzalezF. J. (2001). Hepatocyte nuclear factor 4alpha (nuclear receptor 2A1) is essential for maintenance of hepatic gene expression and lipid homeostasis. Mol. Cell. Biol. 21, 1393–1403 10.1128/MCB.21.4.1393-1403.200111158324PMC99591

[B11] Ho SuiS. J.MortimerJ. R.ArenillasD. J.BrummJ.WalshC. J.KennedyB. P. (2005). oPOSSUM: identification of over-represented transcription factor binding sites in co-expressed genes. Nucleic Acids Res. 33, 3154–3164 10.1093/nar/gki62415933209PMC1142402

[B12] HollienJ.WeissmanJ. S. (2006). Decay of endoplasmic reticulum-localized mRNAs during the unfolded protein response. Science 313, 104–107 10.1126/science.112963116825573

[B13] JanknechtR.HunterT. (1997). Activation of the Sap-1a transcription factor by the c-Jun N-terminal kinase (JNK) mitogen-activated protein kinase. J. Biol. Chem. 272, 4219–4224 10.1074/jbc.272.7.42199020136

[B14] JoH.ChoeS. S.ShinK. C.JangH.LeeJ. H.SeongJ. K. (2013). Endoplasmic reticulum stress induces hepatic steatosis via increased expression of the hepatic very low-density lipoprotein receptor. Hepatology 57, 1366–1377 10.1002/hep.2612623152128

[B15] KimuraA.NishiyoriA.MurakamiT.TsukamotoT.HataS.OsumiT. (1993). Chicken ovalbumin upstream promoter-transcription factor (COUP-TF) represses transcription from the promoter of the gene for ornithine transcarbamylase in a manner antagonistic to hepatocyte nuclear factor-4 (HNF-4). J. Biol. Chem. 268, 11125–11133 8496174

[B16] KokameK.KatoH.MiyataT. (2001). Identification of ERSE-II, a new cis-acting element responsible for the ATF6-dependent mammalian unfolded protein response. J. Biol. Chem. 276, 9199–9205 10.1074/jbc.M01048620011112790

[B17] KtistakiE.TalianidisI. (1997). Chicken ovalbumin upstream promoter transcription factors act as auxiliary cofactors for hepatocyte nuclear factor 4 and enhance hepatic gene expression. Mol. Cell. Biol. 17, 2790–2797 911135010.1128/mcb.17.5.2790PMC232130

[B18] LeeA. H.IwakoshiN. N.GlimcherL. H. (2003). XBP-1 regulates a subset of endoplasmic reticulum resident chaperone genes in the unfolded protein response. Mol. Cell. Biol. 23, 7448–7459 10.1128/MCB.23.21.7448-7459.200314559994PMC207643

[B19] LeeA. H.ScapaE. F.CohenD. E.GlimcherL. H. (2008). Regulation of hepatic lipogenesis by the transcription factor XBP1. Science 320, 1492–1496 10.1126/science.115804218556558PMC3620093

[B20] LiY.BevilacquaE.ChiribauC. B.MajumderM.WangC.CronigerC. M. (2008). Differential control of the CCAAT/enhancer-binding protein beta (C/EBPbeta) products liver-enriched transcriptional activating protein (LAP) and liver-enriched transcriptional inhibitory protein (LIP) and the regulation of gene expression during the response to endoplasmic reticulum stress. J. Biol. Chem. 283, 22443–22456 10.1074/jbc.M80104620018550528PMC2504880

[B21] LinJ.HandschinC.SpiegelmanB. M. (2005a). Metabolic control through the PGC-1 family of transcription coactivators. Cell Metab. 1, 361–370 10.1016/j.cmet.2005.05.00416054085

[B22] LinJ.YangR.TarrP. T.WuP. H.HandschinC.LiS. (2005b). Hyperlipidemic effects of dietary saturated fats mediated through PGC-1beta coactivation of SREBP. Cell 120, 261–273 10.1016/j.cell.2004.11.04315680331

[B23] LinJ.TarrP. T.YangR.RheeJ.PuigserverP.NewgardC. B. (2003). PGC-1beta in the regulation of hepatic glucose and energy metabolism. J. Biol. Chem. 278, 30843–30848 10.1074/jbc.M30364320012807885

[B24] LouetJ. F.HayhurstG.GonzalezF. J.GirardJ.DecauxJ. F. (2002). The coactivator PGC-1 is involved in the regulation of the liver carnitine palmitoyltransferase I gene expression by cAMP in combination with HNF4 alpha and cAMP-response element-binding protein (CREB). J. Biol. Chem. 277, 37991–38000 10.1074/jbc.M20508720012107181

[B25] Luebke-WheelerJ.ZhangK.BattleM.Si-TayebK.GarrisonW.ChhinderS. (2008). Hepatocyte nuclear factor 4alpha is implicated in endoplasmic reticulum stress-induced acute phase response by regulating expression of cyclic adenosine monophosphate responsive element binding protein H. Hepatology 48, 1242–1250 10.1002/hep.2243918704925PMC2717709

[B26] MaereS.HeymansK.KuiperM. (2005). BiNGO: a Cytoscape plugin to assess overrepresentation of gene ontology categories in biological networks. Bioinformatics 21, 3448–3449 10.1093/bioinformatics/bti55115972284

[B27] MarciniakS. J.YunC. Y.OyadomariS.NovoaI.ZhangY.JungreisR. (2004). CHOP induces death by promoting protein synthesis and oxidation in the stressed endoplasmic reticulum. Genes Dev. 18, 3066–3077 10.1101/gad.125070415601821PMC535917

[B28] OtaT.GayetC.GinsbergH. N. (2008). Inhibition of apolipoprotein B100 secretion by lipid-induced hepatic endoplasmic reticulum stress in rodents. J. Clin. Invest. 118, 316–332 10.1172/JCI3275218060040PMC2104481

[B29] PriftiE.ZuckerJ. D.ClementK.HenegarC. (2008). FunNet: an integrative tool for exploring transcriptional interactions. Bioinformatics 24, 2636–2638 10.1093/bioinformatics/btn49218799481

[B30] QiuY.PereiraF. A.DeMayoF. J.LydonJ. P.TsaiS. Y.TsaiM. J. (1997). Null mutation of mCOUP-TFI results in defects in morphogenesis of the glossopharyngeal ganglion, axonal projection, and arborization. Genes Dev. 11, 1925–1937 10.1101/gad.11.15.19259271116PMC316414

[B31] RheeJ.GeH.YangW.FanM.HandschinC.CooperM. (2006). Partnership of PGC-1alpha and HNF4alpha in the regulation of lipoprotein metabolism. J. Biol. Chem. 281, 14683–14690 10.1074/jbc.M51263620016574644

[B32] RonD.HabenerJ. F. (1992). CHOP, a novel developmentally regulated nuclear protein that dimerizes with transcription factors C/EBP and LAP and functions as a dominant-negative inhibitor of gene transcription. Genes Dev. 6, 439–453 10.1101/gad.6.3.4391547942

[B33] RonD.WalterP. (2007). Signal integration in the endoplasmic reticulum unfolded protein response. Nat. Rev. Mol. Cell Biol. 8, 519–529 10.1038/nrm219917565364

[B34] RutkowskiD. T.ArnoldS. M.MillerC. N.WuJ.LiJ.GunnisonK. M. (2006). Adaptation to ER stress is mediated by differential stabilities of pro-survival and pro-apoptotic mRNAs and proteins. PLoS Biol. 4:e374 10.1371/journal.pbio.004037417090218PMC1634883

[B35] RutkowskiD. T.WuJ.BackS. H.CallaghanM. U.FerrisS. P.IqbalJ. (2008). UPR pathways combine to prevent hepatic steatosis caused by ER stress-mediated suppression of transcriptional master regulators. Dev. Cell 15, 829–840 10.1016/j.devcel.2008.10.01519081072PMC2923556

[B36] SchmidtD.WilsonM. D.BallesterB.SchwalieP. C.BrownG. D.MarshallA. (2010). Five-vertebrate ChIP-seq reveals the evolutionary dynamics of transcription factor binding. Science 328, 1036–1040 10.1126/science.118617620378774PMC3008766

[B37] SchuldinerM.WeissmanJ. S. (2013). The contribution of systematic approaches to characterizing the proteins and functions of the endoplasmic reticulum. Cold Spring Harb. Perspect. Biol. 5:a013284 10.1101/cshperspect.a01328423359093PMC3578357

[B38] SoJ. S.HurK. Y.TarrioM.RudaV.Frank-KamenetskyM.FitzgeraldK. (2012). Silencing of lipid metabolism genes through IRE1alpha-mediated mRNA decay lowers plasma lipids in mice. Cell Metab. 16, 487–499 10.1016/j.cmet.2012.09.00423040070PMC3475419

[B39] TyraH. M.SpitzD. R.RutkowskiD. T. (2012). Inhibition of fatty acid oxidation enhances oxidative protein folding and protects hepatocytes from endoplasmic reticulum stress. Mol. Biol. Cell 23, 811–819 10.1091/mbc.E11-12-101122262455PMC3290641

[B40] UranoF.WangX.BertolottiA.ZhangY.ChungP.HardingH. P. (2000). Coupling of stress in the ER to activation of JNK protein kinases by transmembrane protein kinase IRE1. Science 287, 664–666 10.1126/science.287.5453.66410650002

[B41] WangS.ChenZ.LamV.HanJ.HasslerJ.FinckB. N. (2012). IRE1alpha-XBP1s induces PDI expression to increase MTP activity for hepatic VLDL assembly and lipid homeostasis. Cell Metab. 16, 473–486 10.1016/j.cmet.2012.09.00323040069PMC3569089

[B42] WangY.VeraL.FischerW. H.MontminyM. (2009). The CREB coactivator CRTC2 links hepatic ER stress and fasting gluconeogenesis. Nature 460, 534–537 1954326510.1038/nature08111PMC2730924

[B43] WolfrumC.StoffelM. (2006). Coactivation of Foxa2 through Pgc-1beta promotes liver fatty acid oxidation and triglyceride/VLDL secretion. Cell Metab. 3, 99–110 10.1016/j.cmet.2006.01.00116459311

[B44] WuJ.RutkowskiD. T.DuboisM.SwathirajanJ.SaundersT.WangJ. (2007). ATF6alpha optimizes long-term endoplasmic reticulum function to protect cells from chronic stress. Dev. Cell 13, 351–364 10.1016/j.devcel.2007.07.00517765679

[B45] YamamotoK.SatoT.MatsuiT.SatoM.OkadaT.YoshidaH. (2007). Transcriptional induction of mammalian ER quality control proteins is mediated by single or combined action of ATF6alpha and XBP1. Dev. Cell 13, 365–376 10.1016/j.devcel.2007.07.01817765680

[B46] YamamotoK.TakaharaK.OyadomariS.OkadaT.SatoT.HaradaA. (2010). Induction of liver steatosis and lipid droplet formation in ATF6alpha-knockout mice burdened with pharmacological endoplasmic reticulum stress. Mol. Biol. Cell 21, 2975–2986 10.1091/mbc.E09-02-013320631254PMC2929991

[B47] YanaiK.HirotaK.Taniguchi-YanaiK.ShigematsuY.ShimamotoY.SaitoT. (1999). Regulated expression of human angiotensinogen gene by hepatocyte nuclear factor 4 and chicken ovalbumin upstream promoter-transcription factor. J. Biol. Chem. 274, 34605–34612 10.1074/jbc.274.49.3460510574924

[B48] YinL.MaH.GeX.EdwardsP. A.ZhangY. (2011). Hepatic hepatocyte nuclear factor 4alpha is essential for maintaining triglyceride and cholesterol homeostasis. Arterioscler. Thromb. Vasc. Biol. 31, 328–336 10.1161/ATVBAHA.110.21782821071704PMC3079249

[B49] YoshidaH.OkadaT.HazeK.YanagiH.YuraT.NegishiM. (2001). Endoplasmic reticulum stress-induced formation of transcription factor complex ERSF including NF-Y (CBF) and activating transcription factors 6alpha and 6beta that activates the mammalian unfolded protein response. Mol. Cell. Biol. 21, 1239–1248 10.1128/MCB.21.4.1239-1248.200111158310PMC99577

[B50] YoshidaH.OkadaT.HazeK.YanagiH.YuraT.NegishiM. (2000). ATF6 activated by proteolysis binds in the presence of NF-Y (CBF) directly to the cis-acting element responsible for the mammalian unfolded protein response. Mol. Cell. Biol. 20, 6755–6767 10.1128/MCB.20.18.6755-6767.200010958673PMC86199

[B51] ZhangC.WangG.ZhengZ.MaddipatiK. R.ZhangX.DysonG. (2012). Endoplasmic reticulum-tethered transcription factor cAMP responsive element-binding protein, hepatocyte specific, regulates hepatic lipogenesis, fatty acid oxidation, and lipolysis upon metabolic stress in mice. Hepatology 55, 1070–1082 10.1002/hep.2478322095841PMC3319338

[B52] ZhangK.ShenX.WuJ.SakakiK.SaundersT.RutkowskiD. T. (2006). Endoplasmic reticulum stress activates cleavage of CREBH to induce a systemic inflammatory response. Cell 124, 587–599 10.1016/j.cell.2005.11.04016469704

[B53] ZhangK.WangS.MalhotraJ.HasslerJ. R.BackS. H.WangG. (2011). The unfolded protein response transducer IRE1alpha prevents ER stress-induced hepatic steatosis. EMBO J. 30, 1357–1375 10.1038/emboj.2011.5221407177PMC3094110

# Supplementary material for: Temporal clustering of gene expression links the metabolic transcription factor HNF4α to the ER stress-dependent gene regulatory network
**Source:** Front Genet. 2013 Sep 24;4:188. doi: 10.3389/fgene.2013.00188
**Supplement:** Figure S1 — Figure illustrates the gene expression profiles of lipid metabolic genes not part of Groups A–I.

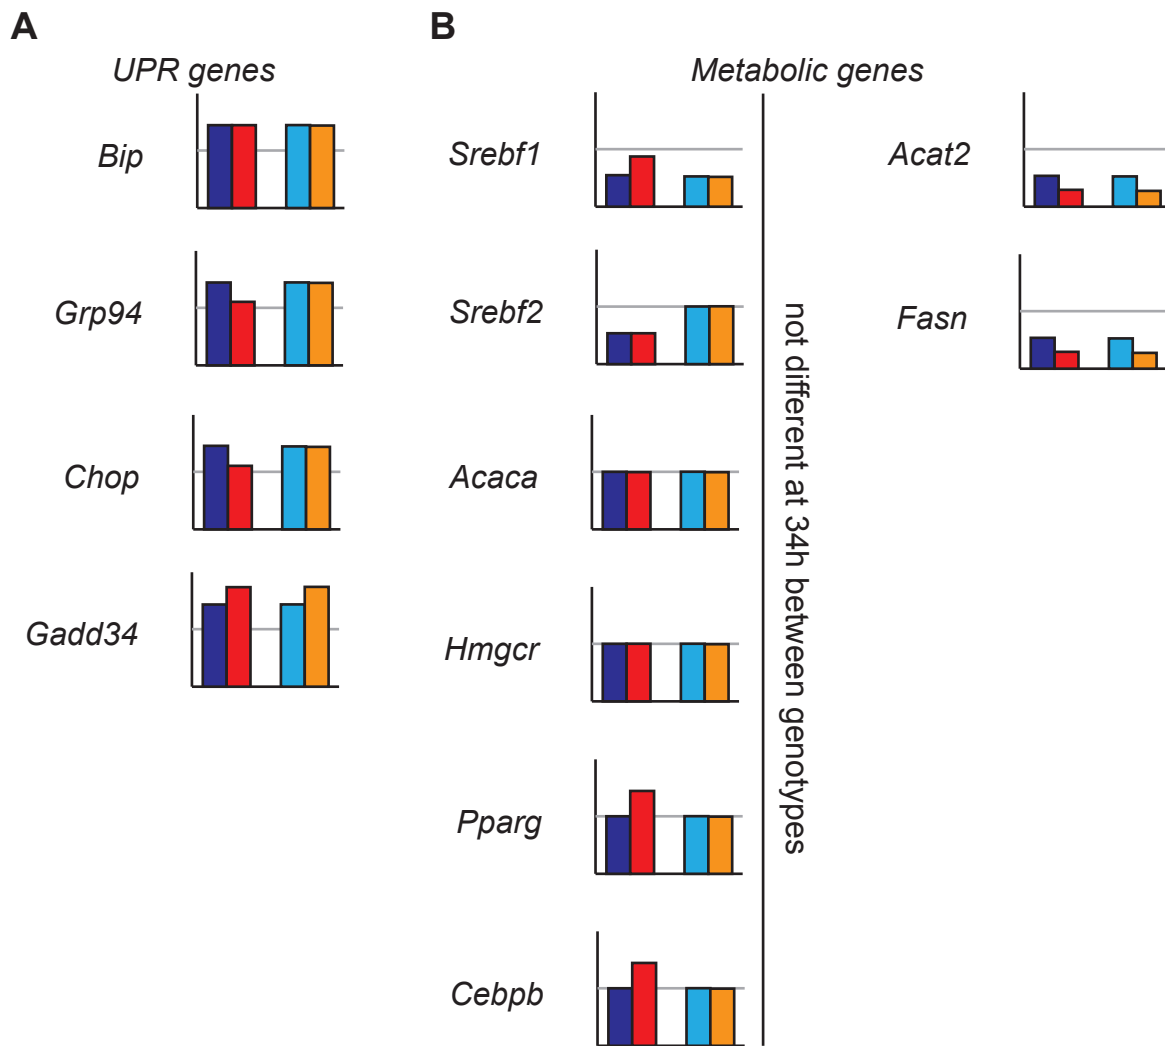

Figure S1. Expression profiles of genes not in groups A-I  
**(A, B)** Each UPR **(A)** or metabolic **(B)** gene profiled by qRT-PCR in Figure 2 that was not a member of any defined group (A-I) is shown here.

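*Hspa5* (*Bip*) rose with TM at 8 h from 12.61 to 14.49 ± 0.048 (SD, n = 3) in wild-type animals and from 12.81 to 14.27 ± 0.12 in *Atf*6α-/- animals on the log2 scale (1.88, standard error 0.19, adjusted p = 2.2e-05, and 1.45, standard error 0.19, adjusted p = 1.0e-04), and was not called between the genotypes under TM (-0.22, adjusted p = 0.704). *Hsp90b1* (*Grp94*) rose in wild-type (1.22, standard error 0.15, adjusted p = 8.5e-05) and *Atf*6α-/- animals (0.69, standard error 0.15, adjusted p = 0.00347), and was lower in *Atf*6α-/- animals under TM (-0.65, standard error 0.15, adjusted p = 0.0240). *Ddit3* (*Chop*) rose in both genotypes (6.79 and 6.13) and was lower in *Atf*6α-/- animals under TM, at 12.97 ± 0.070 against 13.97 ± 0.21 (adjusted p = 2.0e-04). *Ppp1r15a* (*Gadd34*) rose in both (2.48 and 3.68) and was higher in *Atf*6α-/- animals under TM (1.27, standard error 0.095, adjusted p = 1.4e-05), with an interaction of 1.20 (adjusted p = 9.9e-04). *Cebpb* did not pass in wild-type animals (0.33, adjusted p = 0.225), rose in *Atf*6α-/- animals (0.84, adjusted p = 0.00268) and was higher there under TM (0.90, standard error 0.17, adjusted p = 0.00930), with an interaction of 0.50 (adjusted p = 0.470). *Pparg* did not pass with TM in wild-type (-0.47, adjusted p = 0.0648) or *Atf*6α-/- animals (0.22, adjusted p = 0.337) and was higher in *Atf*6α-/- animals under TM (0.67, standard error 0.16, adjusted p = 0.0379), with an interaction of 0.70 (adjusted p = 0.224). *Pcyt1a*, a gene of phosphatidylcholine synthesis, gave -0.50 (adjusted p = 0.0145) in wild-type animals, which is 1.41-fold, and fell in *Atf*6α-/- animals (-0.63, adjusted p = 0.00230), with an interaction of -0.14 (adjusted p = 0.856). *Mlxipl* (-0.20 and -0.015) and *Dgat2* (0.32 and 0.41) were not called with TM in either genotype. The difference under TM did not pass for *Hsp90b1* without wild-type TM replicate 2 or 3 or *Atf*6α-/- TM replicate 1 or 2 in turn (-0.69 to -0.52, adjusted p from 0.0693 to 0.101) and for *Cebpb* without wild-type TM replicate 2 (0.82, adjusted p = 0.0554). It did not pass for *Pparg* without wild-type vehicle replicate 3, wild-type TM replicate 1, 2 or 3, *Atf*6α-/- vehicle replicate 1 or 2 or *Atf*6α-/- TM replicate 1 or 3 in turn (0.54 to 0.71, adjusted p from 0.0506 to 0.171). *Pcyt1a* passed in wild-type animals without wild-type vehicle replicate 1 (-0.59, adjusted p = 0.0124) and did not pass in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 2 (-0.56, adjusted p = 0.0140), and *Hsp90b1* did not pass in *Atf*6α-/- animals without *Atf*6α-/- TM replicate 3 (0.54, adjusted p = 0.0140). *Hsp90b1* did not pass between the genotypes under TM with a fit of only the arrays of the contrast or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn. *Pcyt1a* did not pass with TM in *Atf*6α-/- animals with the mean of all its probesets or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn. *Pcyt1a* passed with TM in wild-type animals with quantile normalization. *Pparg* did not pass between the genotypes under TM with quantile normalization, the number of the animal as a block or a fit of only the arrays of the contrast in turn.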

How the deposited data were processed for this re-analysis (not part of the article)

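Liver RNA of 12 mice was profiled on 1-colour Affymetrix mouse arrays, 1 animal per array. The 4 groups of 3 animals were wild-type and *Atf*6α-/- mice killed 8 h after vehicle or 2 mg/kg TM. Group, dose and time were taken from the sample labels, which call the sex of the animals variable. The arrays of 34 h, the qRT-PCR, the histology and the chromatin immunoprecipitation were not analysed here.

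The authors made the deposited log2 values from the scanned arrays by RMA with the affy package, as the sample labels name it beside limma. RMA subtracts background, quantile normalizes the probe intensities of all arrays together and summarises the probes of a probeset. The versions of these tools, and whether the 34 h arrays were normalized together with these, are not given in the sources used here. The values are neither centred per gene nor set against a reference array. They were used as deposited, without further normalization or filtering.

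Of 45101 probesets, 64 Affymetrix controls were left out and 45037 were tested. The annotation names 1 gene for 34945 of them, several for 932 and none for 9160. A gene is represented by its brightest probeset that names this gene alone, which gives 18193 genes, and 14 older symbols of the gene lists were updated. *Acat2* and *Cyp4a10* have no probeset of their own and were left out.

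Testing used R 4.3.3 and limma 3.58.1. A linear model with 1 mean per group was fitted to all 12 arrays, with moderated variances by eBayes (8 residual and 4.25 prior degrees of freedom). The 5 contrasts were TM against vehicle in wild-type and in *Atf*6α-/- animals, *Atf*6α-/- against wild-type under TM and under vehicle, and the difference between the genotypes in their response to TM. p-values of limma were adjusted by Benjamini-Hochberg over all tested probesets of a contrast. A probeset was called at an adjusted p under 0.05 and over 1.5-fold. The paper's Figure 4 has the same limits for p and fold and names no adjustment, while the p listed in Table S1 lie close to adjusted ones. Both contrasts that form the profiles use the wild-type TM arrays, so their overlap was set beside simulated groups without effect and beside independent lists.

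For 41 lists of functionally related genes and 11 lists of cell type markers, limma's camera compared the members with all other genes at a preset correlation between genes of 0.01, adjusted over the 52 lists of a contrast. The number of members called is given over all probesets and adjusted over the list alone. Named genes are those of Figures 2, 3, 4 and S1 and of the paper's text on acute phase genes, the 10 largest increases and decreases per contrast among called genes whose groups do not overlap (for the difference in response, by the size of limma's statistic), and the 4 members of each list with the largest statistic. Part of Table S1 had been seen when this rule was written. The held copy of that table has 222 rows of transcription factors and the first 1871 of 45101 rows of all probesets, so it was used to compare single values and for no test of overlap or enrichment.

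The procedure was tested on simulated data. Of 100 probesets changed by 2 on the log2 scale in the comparison of TM with vehicle in wild-type animals, 97 were called, of 99 changed by 1 there were 90, and 9 of 44771 unchanged probesets were called. The 2 shifted lists and 0 of 48 others were called. In the real arrays, splits of the vehicle groups that mix the genotypes called up to 25 lists. The 0 of the simulation therefore does not describe false calls of lists there. The number of arrays limits the precision. An exact permutation test of 3 against 3 arrays cannot give a p below 0.1, and the median variance within groups was 0.0203 with vehicle and 0.0205 with TM on the squared log2 scale.

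The alternatives were quantile and cyclic loess normalization of the deposited values, centring each array on *Btf3* and *Ppia*, the number of the animal as a block, a covariate of Y-linked genes minus *Xist*, array weights, leaving out each array in turn, only bright probesets, no or a 2-fold threshold, unadjusted p, eBayes with trend and robust estimation, the methods' t-test (Student's t-test, which the legends of Figures 2 and 3 name for other measurements than these arrays) with and without adjustment, fits of only the arrays of a contrast, genes in place of probesets, the mean of all probesets of a gene, leaving out probesets of the types _s_at, _x_at and _a_at, an estimated correlation between genes and limma's fry. The fry test asks whether a list shifts in a shared direction, whereas camera asks whether it differs from other genes. A list that passes or fails by fry therefore does not decide camera's call. Leaving out the 4 arrays with Y-linked signal was added after the values were seen.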

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

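Of the tests in this part, those of neighbouring genes and those of the arrays with Y-linked signal were chosen after the results were seen.

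The response to TM differed between the genotypes for 557 probesets by the test of that difference in limma. The increases with the largest statistic were *Smarcb1* (2.43), *Plekhh3* (1.51), *Fzd7* (1.57), *Ppp1r15a* (1.20), *Snhg16* (1.72), *Gm15408* (1.27), *Ier2* (1.20), *Zfp568* (1.03), *Riox1* (1.07) and *Tgif1* (1.35), given as log2 differences between the responses of *Atf*6α-/- and wild-type animals. The decreases were *B230217C12Rik* (-3.97), *Pdia4* (-2.91), *Pim2* (-3.83), *Mxd1* (-1.79), *Tbccd1* (-2.06), *Nde1* (-3.36), *Prkcz* (-2.53), *Rpain* (-1.58), *Sel1l* (-1.69) and *Cyld* (-1.58). The call of *Zfp568* was lost with the mean of all its probesets. *B230217C12Rik* averaged 4.52 and 4.35 in *Atf*6α-/- animals with vehicle and TM, below the lowest median of an array (4.98), where signal above background is not shown, so the size of its difference is limited. *Smarcb1* has no single direction, since its value became -4.40 without probesets of the types _s_at, _x_at and _a_at. The probeset with a decrease moves like the neighbouring *Derl3*, by 4.51 with TM in wild-type animals and -4.29 between the genotypes under TM, against 6.05 and -3.84 for *Derl3*, and which transcript it reads was not resolved. Of 100 random reassignments of genotype within each treatment, 8 called at least as many as the real 557 probesets, the real one included, so chance is not excluded by this test, and the highest other called 1402. All 8 keep the TM arrays parted by genotype, and those that do not called at most 2, which points to a structure of the samples, namely that the genotypes differ among the TM arrays. Single arrays moved the probesets that were higher (106 without wild-type vehicle replicate 3, 95 without wild-type TM replicate 2, 128 without wild-type TM replicate 3, 115 without *Atf*6α-/- vehicle replicate 1, 122 without *Atf*6α-/- vehicle replicate 2 and 156 without *Atf*6α-/- TM replicate 1) and lower (165 without wild-type TM replicate 2, 172 without wild-type TM replicate 3, 167 without *Atf*6α-/- vehicle replicate 1 and 174 without *Atf*6α-/- vehicle replicate 2).

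*Far1* was higher with TM in wild-type animals by 4.55, a signal in a gene the paper does not discuss, and did not pass in *Atf*6α-/- animals (-0.11, adjusted p = 0.896). All 5 probesets that the annotation gives to *Far1* were higher in wild-type animals, by 3.79 to 5.44, and lower in *Atf*6α-/- than in wild-type animals under TM, with values of -5.28 to -3.72. For 4 of them the means with wild-type vehicle and in *Atf*6α-/- animals under TM lay below the lowest median of all probesets on an array (4.98), so signal above background is not shown there, which limits the size of these differences. The brightest lay above it, at 5.70 and 5.73. The wild-type TM arrays spread widely, with an SD of 1.52 for the brightest probeset against 0.30 in *Atf*6α-/- animals.

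In each group 1 array carried Y-linked signal and the other two *Xist*. These 4 arrays differed from the other 8 in 280 probesets (125 higher and 155 lower), and the TM response differed between them for 142 (48 higher and 94 lower), by the test of the difference between the responses. With vehicle, *Mt2* was 8.09 and 9.38 in the arrays with Y-linked signal and 13.02 to 13.36 in the others, and *Gnai1* was 8.67 and 8.71 against 4.85 to 5.2. After group means were removed, the first component (37.0% of the variance) put the 4 arrays at 17.76 to 42.53 and the others at -25.30 to -7.16. Among 81 choices of 1 array per group, 1 called as many probesets as the real 280 (highest other 15), so chance is excluded for that difference. For the response, 4 called at least 142, a share under 0.05, but the highest other called 432, several times as many, and all 9 choices that called more than 1 hold both vehicle arrays with Y-linked signal, which points to a structure of the samples in these 2 vehicle arrays.

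The arrays of a contrast can be split in 10 ways with the real one included, too few for a share under 0.05. The counts of splits below include the real one. In every other split both groups mix the compared kinds of arrays. A real difference thus stays in part and widens the spread, so for contrasts with a real difference these splits are no baseline of chance. In wild-type animals TM called 5429 probesets (splits with as many 1, highest other 2) and 17 lists (6 and 26). In *Atf*6α-/- animals it called 7437 probesets (1 and 0) and 20 lists (5 and 31). Between the genotypes there were 1402 probesets (1 and 0) and 15 lists (6 and 21) under TM, and 0 probesets (10 and 1) and 6 lists (8 and 25) with vehicle. For the difference in response, 69 of 100 reassignments called at least as many as the real 12 lists (highest other 26), so chance is not excluded there. Splits of vehicle arrays that call 25 lists, several times the real 6, point to a structure among these arrays, and camera with the preset correlation calls lists in splits that mix the genotypes.

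Some genes less induced by TM in *Atf*6α-/- animals lie next to each other. Among 136 genes with a lower difference in response there were 7 neighbouring pairs (*Nabp1* and *Gm17767*, *Nup88* and *Rpain*, *Sdf2l1* and *Ccdc116*, *Ccdc116* and *Ydjc*, *Tbccd1* and *Dnajb11*, *Alkbh2* and *Ung* and *Tbcb* and *Polr2i*), against a median of 1, a 95th percentile of 3 and a highest value of 8 in random draws (permutation p = 2.0e-04), and the 193 genes with a higher one made 2 pairs (permutation p = 0.602). Chance is argued against by a share of draws under 0.05, a limit set after the result was seen, while an earlier limit, more pairs than the highest random draw, was not met. Whether these probesets read transcripts that run on from the neighbour stays open. Further probesets exist for 3 of 13 genes, and 100% of these 8 probesets had a value below 0 and 3 were called lower, but such transcripts would lower them too. Control regions shared by neighbours may also contribute, which was not tested.

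As a list, ribosome biogenesis genes were shifted upward in *Atf*6α-/- against wild-type animals under TM, with a median of 0.63 over 35 genes. The call is lost with an estimated correlation (adjusted p = 0.473). Of the 35 genes, 10 were called higher (19 and 0 adjusted over the list alone). Scaling between arrays is argued against by the lowest median of 3 other scalings (0.57), and a single array by the lowest median without 1 of the TM arrays (0.49, without *Atf*6α-/- TM replicate 3). The 3 *Atf*6α-/- TM arrays lie at medians of 1.17 to 1.59 against the wild-type vehicle mean, and the wild-type ones at 0.74 to 0.85. A correlation among the members stays open, since the call is lost when that correlation is estimated. A response of ribosome synthesis to stress that persists without ATF6α is a hypothesis, which no other data here test.

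The genotypes differ in 1402 probesets under TM and in 0 with vehicle by limma, where 1618 have an unadjusted p under 0.05 and the methods' t-test calls 9 higher and 26 lower without adjustment and 0 with it. Under TM this t-test calls 1073 higher and 599 lower without adjustment and 0 with it, so the adjusted t-test does not part TM from vehicle. For the calls under TM, DNA of another strain around *Atf6* is argued against by the 100 measured genes nearest to it. Of these, 4% were called under TM, against a median of 4% and an upper quartile of 6% of all such windows. With vehicle, 6% of them had an unadjusted p under 0.05, against 3.87% of all genes, which goes the other way. A wider spread between vehicle arrays is argued against by a ratio of variances of 0.990. One vehicle array matters, since without wild-type vehicle replicate 2 there were 21 higher and 43 lower. It is the array of its group with Y-linked signal, so its omission also leaves the groups unequal in that signal. Under TM the 865 higher ones became 414 without wild-type TM replicate 2 and 566 without wild-type TM replicate 3, and that the genotypes come to differ through the challenge itself stays a hypothesis.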

How the results depend on the processing

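The number of arrays, 3 per group, limits the precision. With only bright probesets there were 3107 higher and 2179 lower with TM in wild-type animals, 4467 higher and 2572 lower with TM in *Atf*6α-/- animals, 890 higher and 504 lower between the genotypes under TM and 318 higher and 258 lower for the difference in response. No count of called probesets or profiles moved by over 1.5 times with quantile normalization, with bright probesets only, with trend and robust estimation, with fits of only the arrays of a contrast or with the block below. Of these settings, quantile normalization and the block were also run for the lists, where no count moved so far. The lists and all settings but the omission of the 4 arrays with Y-linked signal were set before the data were examined. The methods' t-test and the fits of single contrasts were not run for the difference in response, and genes read only by probesets of the types _s_at, _x_at and _a_at give no value when these are left out. The cause was not tested for any of these movements.

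Only counts that moved by over 1.5 times are given below for each setting. As reported above there were 3198 higher and 2231 lower with TM in wild-type animals, 4757 higher and 2680 lower with TM in *Atf*6α-/- animals, 865 higher and 537 lower between the genotypes under TM, 0 higher and 0 lower between the genotypes with vehicle and 295 higher and 262 lower for the difference in response. The profiles were 4649 called only with TM, 622 called only between genotypes, 278 higher in both, 397 higher with TM and lower between genotypes, 67 lower with TM and higher between genotypes and 38 lower in both for TM in wild-type animals combined with the comparison of genotypes under TM. At a 2-fold threshold there were 1559 higher and 841 lower with TM in wild-type animals, 2382 higher and 1011 lower with TM in *Atf*6α-/- animals, 178 higher and 283 lower between the genotypes under TM and 144 higher for the difference in response. The profiles were 2119 called only with TM, 180 called only between genotypes, 40 higher in both, 215 higher with TM and lower between genotypes, 18 lower with TM and higher between genotypes and 8 lower in both. There the balance turned between the genotypes under TM, from 61.7% to 38.6% higher, and for the difference in response, from 53% to 41.6%. That of the difference in response also turned with quantile normalization (44%), cyclic loess (49.6%), trend and robust estimation (48.6%) and centring, and over the omissions of single arrays it ran from 36.4% to 61.8%. Without a fold threshold there were 3890 lower with TM in wild-type animals and 6169 lower with TM in *Atf*6α-/- animals. The profiles were 7042 called only with TM, 448 higher in both, 114 lower with TM and higher between genotypes and 78 lower in both. By unadjusted p there were 1305 higher between the genotypes under TM, 47 higher and 88 lower between the genotypes with vehicle and 1586 higher and 750 lower for the difference in response. The profiles were 462 higher in both, 122 lower with TM and higher between genotypes and 69 lower in both. The methods' t-test with adjustment gave 1375 higher and 775 lower with TM in wild-type animals, 2877 higher and 1322 lower with TM in *Atf*6α-/- animals and 0 higher and 0 lower between the genotypes under TM. The profiles were 2150 called only with TM, 0 called only between genotypes, 0 higher in both, 0 higher with TM and lower between genotypes, 0 lower with TM and higher between genotypes and 0 lower in both. Without adjustment it gave 9 higher and 26 lower between the genotypes with vehicle. Counted as genes there were 1623 higher and 1255 lower with TM in wild-type animals, 2387 higher and 1493 lower with TM in *Atf*6α-/- animals, 526 higher and 279 lower between the genotypes under TM and 193 higher and 136 lower for the difference in response. The profiles were 2437 called only with TM, 364 called only between genotypes, 174 higher in both, 196 higher with TM and lower between genotypes and 25 lower in both.

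With each array centred on *Btf3* and *Ppia* there were 1 lower between the genotypes with vehicle, 169 higher for the difference in response and 7 lists lower between the genotypes with vehicle. The profiles were 25 lower in both. The share higher among probesets with a difference in response then went from 53% to 39.5% (169 higher and 259 lower). The median change of all probesets with TM in *Atf*6α-/- animals was -0.16 against -0.088 as deposited. A covariate of Y-linked genes minus *Xist* gave 467 higher for the difference in response and 4 lists lower between the genotypes with vehicle. Without the 4 arrays with Y-linked signal, a setting chosen after seeing the values, there were 3 higher and 13 lower between the genotypes with vehicle, 444 higher for the difference in response, 4 lists higher and 4 lower between the genotypes under TM and 9 lists higher and 8 lower between the genotypes with vehicle. The profiles were 426 higher in both.

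As reported above there were 9 lists higher and 8 lower with TM in wild-type animals, 10 lists higher and 10 lower with TM in *Atf*6α-/- animals, 7 lists higher and 8 lower between the genotypes under TM, 4 lists higher and 2 lower between the genotypes with vehicle and 6 lists higher and 6 lower for the difference in response. With an estimated correlation these became 2 lists higher and 0 lower with TM in wild-type animals, 1 list higher and 0 lower with TM in *Atf*6α-/- animals, 0 lists higher and 0 lower between the genotypes under TM, 0 lists higher and 0 lower between the genotypes with vehicle and 0 lists higher and 0 lower for the difference in response. With fry they were 17 lists lower with TM in wild-type animals, 4 lists lower between the genotypes under TM, 0 lists higher and 0 lower between the genotypes with vehicle and 0 lists higher and 2 lower for the difference in response. They were 1 list lower between the genotypes with vehicle and 3 lists higher for the difference in response with cyclic loess, 4 lists lower between the genotypes with vehicle with array weights and 1 list lower between the genotypes with vehicle with the mean of all probesets.

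Leaving out each array in turn gave these ranges, with the lowest count for the probesets of the genotype comparison under TM and of the difference in response without wild-type TM replicate 2: 414 to 1037 higher between the genotypes under TM, 0 to 21 higher and 0 to 43 lower between the genotypes with vehicle, 95 to 397 higher and 165 to 300 lower for the difference in response, 6 to 10 lists lower with TM in *Atf*6α-/- animals, 4 to 8 lists higher and 4 to 10 lower between the genotypes under TM, 2 to 8 lists higher and 2 to 7 lower between the genotypes with vehicle and 3 to 7 lists higher and 5 to 10 lower for the difference in response. The profiles were 337 to 757 called only between genotypes, 138 to 364 higher in both, 27 to 82 lower with TM and higher between genotypes and 17 to 54 lower in both.

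With the number of the animal as a replicate block there were 3204 higher and 2212 lower with TM in wild-type animals, 4754 higher and 2654 lower with TM in *Atf*6α-/- animals, 825 higher and 523 lower between the genotypes under TM, 0 higher and 0 lower between the genotypes with vehicle and 255 higher and 238 lower for the difference in response. Of 18 pairs of arrays with the same number, 6 had deviations from the group means that correlated above 0.1 (-0.48 to 0.39). Of 12 arrays, 4 were closest to one of their own number, so no clear pairing by number was seen. The component that parts the arrays with Y-linked signal holds 37.0% of the variance within groups and could mask a weaker pairing.

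The direction turned for a few results. Without probesets of the types _s_at, _x_at and _a_at, *Arntl* with TM was -0.091 in wild-type and -0.25 in *Atf*6α-/- animals, *Mdm2* was -0.075 with TM in *Atf*6α-/- animals and -0.037 between the genotypes, and *Smarcb1* was -4.29 between the genotypes and -4.40 for the difference in response. With the mean of all its probesets *Smarcb1* was -0.65 and -0.60. The ribosome biogenesis list had a median of -0.16 to 0.14 between the genotypes with vehicle over the omissions of single arrays, the highest without wild-type vehicle replicate 2 (adjusted p = 0.00298, camera). Over all settings, values of single genes kept side and direction in 24022 cases, no longer passed in 424, newly passed in 259 and turned in 8, and those of lists in 5374, 200, 145 and 1. The largest numbers of list calls were lost with an estimated correlation (67) and with fry (26), the largest number of calls of genes without wild-type TM replicate 2 (39), and the largest numbers of calls of genes were gained without the 4 arrays with Y-linked signal (54) and without wild-type vehicle replicate 2 (38).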

Differences from the paper's values

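None of the 23 values compared with a number of the paper differs from it by more than the larger error. The differences below concern single calls at the limits of Figure 4 for p and fold, with p adjusted by Benjamini-Hochberg, which the figure does not name.

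Figure 4 places *Ppargc1b* among genes that respond equally in the genotypes at 8 h. Here it was higher in *Atf*6α-/- than in wild-type animals under TM (1.07, standard error 0.26, adjusted p = 0.0402), and with TM it was lower in wild-type animals (-1.80, adjusted p = 4.0e-04) and did not pass in *Atf*6α-/- animals (-0.71, adjusted p = 0.0628). The test of the difference in response did not pass (1.09, adjusted p = 0.248). The comparison of genotypes did not pass, as in the paper, with quantile normalization, cyclic loess normalization and the number of the animal as a block and without wild-type TM replicate 1, wild-type TM replicate 2, *Atf*6α-/- vehicle replicate 1, *Atf*6α-/- TM replicate 1, *Atf*6α-/- TM replicate 2 and *Atf*6α-/- TM replicate 3. Over its alternatives the adjusted p ran from 0.00465 to 0.152. The decrease in *Atf*6α-/- animals passed with quantile normalization, centring on *Btf3* and *Ppia*, the covariate of Y-linked genes, array weights and a fit of only the arrays of the contrast, without wild-type vehicle replicate 2 and without the 4 arrays with Y-linked signal, the last chosen after seeing the values. Over its alternatives the adjusted p ran from 0.00838 to 0.206. The test of the difference passed without wild-type vehicle replicate 2 (1.43, adjusted p = 0.0245).

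The paper's text finds no upregulation of *Acaca* and does not count it among the suppressed genes of lipid synthesis. Here it was lower with TM in wild-type animals (-0.62, standard error 0.19, adjusted p = 0.0437). It did not pass with the number of the animal as a block and the mean of all its probesets or without wild-type vehicle replicate 1, wild-type vehicle replicate 3, wild-type TM replicate 1, wild-type TM replicate 3, *Atf*6α-/- vehicle replicate 1, *Atf*6α-/- vehicle replicate 2 and *Atf*6α-/- vehicle replicate 3. In *Atf*6α-/- animals (-0.57, adjusted p = 0.0470, below 1.5-fold) and between the genotypes (-0.27, adjusted p = 0.617) it did not pass, although in *Atf*6α-/- animals it was called with quantile normalization, cyclic loess normalization and centring on *Btf3* and *Ppia* and without *Atf*6α-/- TM replicate 3.

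The 8 h groups of Figure 4 rest on TM in wild-type animals and on the genotypes under TM. On these contrasts *Mttp*, *Apob* and *Hnf4a* have the same calls here, and the paper's text words its groups as both or either genotype. The values for TM in *Atf*6α-/- animals below come from a contrast that the figure does not use.

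Figure 4 places *Mttp* among genes lowered alike in the genotypes at 8 h. As there, it passed in wild-type animals (-0.75, adjusted p = 6.1e-04) and not between the genotypes (0.025, adjusted p = 0.963). In *Atf*6α-/- animals it was under the fold threshold (-0.56, adjusted p = 0.00310). It was called there with quantile normalization and centring on *Btf3* and *Ppia* and without *Atf*6α-/- vehicle replicate 2 and *Atf*6α-/- TM replicate 1, and over its alternatives the adjusted p ran from 0.00133 to 0.0362. The difference in response did not pass (0.19, adjusted p = 0.754).

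Figure 4 places *Apob* among genes unaffected by the challenge at 8 h in either genotype. As there, it did not pass in wild-type animals (-0.75, adjusted p = 0.0511) or between the genotypes (-0.13, adjusted p = 0.896). With TM in *Atf*6α-/- animals it was lower (-0.83, standard error 0.24, adjusted p = 0.0231). That call was lost without *Atf*6α-/- vehicle replicate 1, *Atf*6α-/- TM replicate 2 and *Atf*6α-/- TM replicate 3, and over its alternatives the adjusted p ran from 0.00548 to 0.101. The difference in response did not pass (-0.081, adjusted p = 0.967). In wild-type animals it passed without wild-type TM replicate 1, *Atf*6α-/- vehicle replicate 1 or *Atf*6α-/- TM replicate 1 or 3 in turn (-0.95 to -0.75, adjusted p from 0.0254 to 0.0482), and also with the number of the animal as a block and the covariate of Y-linked genes.

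The same figure has *Hnf4a* unchanged at 8 h. As there, it did not pass in wild-type animals (0.36, adjusted p = 0.145) or between the genotypes (0.41, adjusted p = 0.202), nor did the difference in response (0.58, adjusted p = 0.304). With TM in *Atf*6α-/- animals it was higher (0.94, standard error 0.15, adjusted p = 6.0e-04), a call that no setting removed.

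The paper reports *Srebf1* and *Srebf2* as lowered alike in the genotypes at 34 h, which was not analysed here. At 8 h and 2 mg/kg, *Srebf1* (-3.68 and -2.09) was lower with TM in wild-type and *Atf*6α-/- animals and was higher in *Atf*6α-/- than in wild-type animals under TM (1.40, standard error 0.22, adjusted p = 0.00331). The brightest probeset of *Srebf2* did not pass between the genotypes (0.24, adjusted p = 0.532), and its other probeset was higher in *Atf*6α-/- animals (0.85, standard error 0.14, adjusted p = 0.00460).

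Among genes that Figure 4 places in its groups, those with the same calls at 8 h here include *Cebpa* (-1.13 and -0.86), *Ppara* (-1.67 and -1.65), *Ppargc1a* (-2.90 and -3.03), *Wfs1* (3.10 and 2.80), *Ero1a* (2.56 and 2.20) and *Cpt1a* (-0.025 and 0.027), given for TM in wild-type and in *Atf*6α-/- animals, and none of them was called between the genotypes under TM. *Ppargc1a* averaged 4.46 and 4.42 with TM, below the lowest median of an array (4.98), where signal above background is not shown.

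Table S1 labels 24 probesets of its transcription factor sheet as without change between the genotypes although the coefficient and p listed beside them pass both thresholds. Among them here are *Smarcb1* (2.28, adjusted p = 4.7e-06), *Jun* (2.05, adjusted p = 5.7e-04), *Myc* (1.97, adjusted p = 1.9e-04), *Atf3* (1.24, adjusted p = 8.5e-04) and *Cebpb* (1.02, adjusted p = 0.00731). Of these, *Smarcb1* gave -4.29 and 0.065 by its other probesets. The value of *Cebpb* is not that of its brightest probeset, which is also among them and gave 0.90 (adjusted p = 0.00930). The genotype labels match the table's own coefficient and p for 2061 and the calls here for 2059 of 2093 probesets held, and those for TM in wild-type animals match its own values for 2093 and the calls here for 2060. The p that it lists between the genotypes lie a median of 1.04-fold from the adjusted and 1.95-fold from the unadjusted p here over 2091 probesets, so they lie close to adjusted ones. The coefficients themselves correlate with those here at r = 0.997 for TM in wild-type animals and 0.998 between the genotypes.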

Other observations

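Single genes of the p53 pathway and of the cell cycle, which the paper does not discuss, moved with TM, while neither list passed with TM in either genotype. *Cdkn1a* was higher by 3.82 in wild-type and 4.15 in *Atf*6α-/- animals, as were *Btg2* (1.75 and 1.71) and *Gadd45a* (2.64 and 4.45). *Gadd45a* was higher still in *Atf*6α-/- than in wild-type animals under TM (1.66, standard error 0.21, adjusted p = 7.5e-04, with a difference in response of 1.81, adjusted p = 0.0113). *Ccne2* was higher by 2.01 in wild-type and 0.69 in *Atf*6α-/- animals and lower between the genotypes (-1.93, standard error 0.15, adjusted p = 1.5e-05, with a difference in response of -1.32, adjusted p = 0.00873). Its means of 4.35, 3.74 and 4.43 in wild-type vehicle, *Atf*6α-/- vehicle and *Atf*6α-/- TM animals lay below the lowest median of an array (4.98), where signal above background is not shown, which limits the size of these changes. *Rrm2* (1.18 and 2.90) rose in both. Of 16 p53 and cell death genes 4 were higher and 6 lower (also adjusted over the list alone, median of -0.20, mean of 0.21, camera adjusted p = 0.992 in the downward direction) in wild-type and 5 were higher and 5 lower (also adjusted over the list alone, median of -0.010, mean of 0.49, camera adjusted p = 0.445 in the upward direction) in *Atf*6α-/- animals. Between the genotypes 3 were higher and 0 lower (also adjusted over the list alone, median of 0.27, camera adjusted p = 0.0226, adjusted p = 0.633 with an estimated correlation), and in the difference in response 1 was higher and 0 lower (4 and 0 adjusted over the list alone, median of 0.29, camera adjusted p = 0.0411, adjusted p = 0.737 with an estimated correlation). The p53 list did not pass between the genotypes without wild-type TM replicate 1 or *Atf*6α-/- TM replicate 2 in turn (0.21 to 0.27, adjusted p from 0.0544 to 0.0552) and in the difference without wild-type vehicle replicate 1 or 3, wild-type TM replicate 1 or 2, *Atf*6α-/- vehicle replicate 3 or *Atf*6α-/- TM replicate 1 or 2 in turn (0.13 to 0.32, adjusted p from 0.0580 to 0.168). Of 26 cell cycle genes 4 were higher and 5 lower (4 and 6 adjusted over the list alone, median of -0.17, camera adjusted p = 0.607) in wild-type and 3 were higher and 1 lower (also adjusted over the list alone, median of -0.12, mean of 0.046, camera adjusted p = 0.937 in the upward direction) in *Atf*6α-/- animals. The difference in response of the cell cycle list (1 higher and 1 lower, camera adjusted p = 0.314) passed without wild-type vehicle replicate 2 (0.16, adjusted p = 0.00682), and the call of *Ccne2* in *Atf*6α-/- animals was lost without *Atf*6α-/- TM replicate 3 (0.54, adjusted p = 0.0176).

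Clock genes split by direction. *Per1* was higher with TM by 1.99 in wild-type and 0.80 in *Atf*6α-/- animals, so lower between the genotypes (-1.24, standard error 0.17, adjusted p = 0.00135), *Nfil3* (1.32 and 2.21) rose, and *Hlf* (-1.41 and -1.45) and *Usp2* (-1.34 and -2.03) fell. Of 18 clock genes 4 were higher and 4 lower (5 and 5 adjusted over the list alone, median of -0.076, mean of 0.049, camera adjusted p = 0.952 in the upward direction) in wild-type and 5 were higher and 5 lower (also adjusted over the list alone, median of 0.24, camera adjusted p = 0.454) in *Atf*6α-/- animals. Among NRF2 targets *Sqstm1* (1.26 and 1.51) rose while *Nqo1* (-0.93 and -1.18) and *Txn1* (-0.77 and -0.82) fell, and of 17 genes of oxidative stress 2 were higher and 5 lower (also adjusted over the list alone, median of -0.21, camera adjusted p = 0.431) in wild-type and 3 were higher and 4 lower (3 and 5 adjusted over the list alone, median of -0.31, camera adjusted p = 0.474) in *Atf*6α-/- animals.

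The list of substrates of IRE1-dependent decay was shifted downward, with *Hgsnat* (-0.68 and -1.26) lower, and of 9 such genes 0 were higher and 4 lower (also adjusted over the list alone, median of -0.59, camera adjusted p = 0.0134, adjusted p = 0.528 with an estimated correlation) in wild-type and 0 were higher and 3 lower (also adjusted over the list alone, median of -0.46, camera adjusted p = 0.0317, adjusted p = 0.540 with an estimated correlation) in *Atf*6α-/- animals. The decay list did not pass in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 2 or *Atf*6α-/- TM replicate 2 in turn (-0.43 to -0.42, adjusted p from 0.0523 to 0.0843). *Pdgfrb* stands both in the decay list and among the markers of stellate cells and fibroblasts. The medians of these markers were negative in both genotypes too, although they did not pass as a list. Whether decay or a change in these cells lies behind the shift was not tested. Of 27 respiratory chain genes, among them *Sdhd* (-0.79 and -0.91), 0 were higher and 2 lower (also adjusted over the list alone, median of -0.24, camera adjusted p = 4.7e-04, adjusted p = 0.528 with an estimated correlation) in wild-type and 0 were higher and 5 lower (also adjusted over the list alone, median of -0.26, camera adjusted p = 4.2e-04, adjusted p = 0.540 with an estimated correlation) in *Atf*6α-/- animals. Between the genotypes 0 were higher and 0 lower (also adjusted over the list alone, median of -0.097, camera adjusted p = 0.0154, adjusted p = 0.807 with an estimated correlation), which did not pass without wild-type TM replicate 1 or 3 or *Atf*6α-/- TM replicate 1 in turn (-0.078 to -0.058, adjusted p from 0.0650 to 0.183).

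*Cyp2b10* (3.65 and 2.73) rose with TM in both genotypes, while *Cyp2c50* (-0.89, adjusted p = 1.7e-04) and *Cyp3a25* (-0.81, adjusted p = 1.9e-04) fell in *Atf*6α-/- animals and did not pass in wild-type animals (-0.40 and -0.40) or in the difference in response (-0.49, adjusted p = 0.272, and -0.41, adjusted p = 0.339). Of 19 genes of drug metabolism 1 was higher and 3 lower (also adjusted over the list alone, median of -0.24, camera adjusted p = 0.161) in wild-type and 1 was higher and 6 lower (also adjusted over the list alone, median of -0.39, camera adjusted p = 0.0143, adjusted p = 0.346 with an estimated correlation) in *Atf*6α-/- animals. In the difference in response 0 were higher and 0 lower (also adjusted over the list alone, median of -0.25, camera adjusted p = 0.0282, adjusted p = 0.619 with an estimated correlation), which did not pass without wild-type vehicle replicate 3, wild-type TM replicate 3, *Atf*6α-/- vehicle replicate 2 or *Atf*6α-/- TM replicate 2 or 3 in turn (-0.29 to -0.15, adjusted p from 0.0577 to 0.0967). *Got1* rose in wild-type animals (1.86, adjusted p = 7.1e-06) and did not pass in *Atf*6α-/- animals (0.53, adjusted p = 0.0273), with a difference in response of -1.33 (adjusted p = 0.0145). Of 37 genes of amino acid catabolism, with *Tat* (0.89 and 1.03) higher and *Otc* (-0.72 and -1.03) lower, 4 were higher and 4 lower (also adjusted over the list alone, median of -0.040, camera adjusted p = 0.593) in wild-type and 3 were higher and 9 lower (3 and 10 adjusted over the list alone, median of -0.13, camera adjusted p = 0.715) in *Atf*6α-/- animals.

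*Pklr* fell with TM in wild-type animals (-1.29, adjusted p = 1.9e-05) and did not pass in *Atf*6α-/- animals (-0.027, adjusted p = 0.896), with a difference in response of 1.27 (adjusted p = 0.00515). *Pdk4* (2.30 and 1.74) and *Pck2* (0.72 and 1.89) rose and *Gys2* (-1.67 and -1.04) and *Ldha* (-0.73 and -0.85) fell. Of 18 genes of gluconeogenesis and glycolysis 3 were higher and 5 lower (4 and 7 adjusted over the list alone, median of -0.29, camera adjusted p = 0.211) in wild-type and 3 were higher and 4 lower (also adjusted over the list alone, median of -0.11, mean of 0.089, camera adjusted p = 0.741 in the downward direction) in *Atf*6α-/- animals. Inflammatory genes such as *Nfkbiz* (-1.68 and -1.78), *Cxcl1* (-1.16 and -1.68) and *Nfkbia* (-0.79 and -0.79) fell and *Icam1* (0.68 and 1.04) rose, and of 21 such genes 1 was higher and 5 lower (also adjusted over the list alone, median of -0.37, camera adjusted p = 0.211) in wild-type and 1 was higher and 4 lower (also adjusted over the list alone, median of -0.28, camera adjusted p = 0.0980) in *Atf*6α-/- animals. The inflammatory list passed in *Atf*6α-/- animals without *Atf*6α-/- vehicle replicate 3 (-0.31, adjusted p = 0.0405).

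Of the lists treated beside the paper's sentences, some passed in further comparisons. The coagulation list was lower between the genotypes under TM (0 higher and 0 lower, 0 and 1 adjusted over the list alone, median of -0.16, camera adjusted p = 0.0234, adjusted p = 0.777 with an estimated correlation) and did not pass without wild-type TM replicate 1 or 3 or *Atf*6α-/- TM replicate 2 or 3 in turn (-0.17 to -0.061, adjusted p from 0.0709 to 0.137). The list of ribosomal protein genes was shifted upward there (0 higher and 0 lower, also adjusted over the list alone, median of 0.13, camera adjusted p = 0.0154, adjusted p = 0.807 with an estimated correlation) and did not pass without wild-type TM replicate 1 or *Atf*6α-/- TM replicate 3 in turn (0.017 to 0.085, adjusted p from 0.137 to 0.766). In the difference in response the lists of ER-associated degradation (0 were higher and 5 lower, 0 and 8 adjusted over the list alone, median of -0.23, camera adjusted p = 2.0e-07, adjusted p = 0.619 with an estimated correlation), of ER to Golgi transport (0 were higher and 0 lower, 0 and 5 adjusted over the list alone, median of -0.21, camera adjusted p = 3.9e-04, adjusted p = 0.815 with an estimated correlation) and of tRNA synthetases (3 were higher and 1 lower, also adjusted over the list alone, median of 0.22, camera adjusted p = 0.0282, adjusted p = 0.737 with an estimated correlation) passed, the last not without wild-type vehicle replicate 2, wild-type TM replicate 3, *Atf*6α-/- vehicle replicate 2 or *Atf*6α-/- TM replicate 3 in turn (0.079 to 0.21, adjusted p from 0.0502 to 0.203).

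The markers of Kupffer cells and macrophages passed as a list with TM in *Atf*6α-/- animals (camera adjusted p = 0.0377). That call was lost with an estimated correlation. The list also did not pass there without *Atf*6α-/- vehicle replicate 1 or 2 or *Atf*6α-/- TM replicate 2 in turn (-0.44 to -0.37, adjusted p from 0.107 to 0.202). The markers of the other cell types did not pass as lists with TM, given for wild-type and then *Atf*6α-/- animals as members called and camera's test. Of 8 markers of hepatocytes, 1 was higher and 0 lower (also adjusted over the list alone, median of -0.049, mean of 0.0027, camera adjusted p = 0.808 in the downward direction) and 1 was higher and 0 lower (also adjusted over the list alone, median of -0.025, mean of 0.029, camera adjusted p = 0.960 in the downward direction). Of 13 markers of sinusoidal endothelium, 0 were higher and 1 lower (also adjusted over the list alone, median of -0.27, camera adjusted p = 0.216) and 1 was higher and 0 lower (also adjusted over the list alone, median of -0.23, camera adjusted p = 0.542). Of 13 markers of stellate cells and fibroblasts, 0 were higher and 2 lower (0 and 3 adjusted over the list alone, median of -0.44, camera adjusted p = 0.0753) and 0 were higher and 1 lower (also adjusted over the list alone, median of -0.31, camera adjusted p = 0.383). Of 7 markers of cholangiocytes, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.11, camera adjusted p = 0.418) and 0 were higher and 1 lower (also adjusted over the list alone, median of -0.31, camera adjusted p = 0.114). Of 10 markers of T and NK cells, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.26, camera adjusted p = 0.211) and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.33, camera adjusted p = 0.118).

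Of 8 markers of B cells, 0 were higher and 0 lower (0 and 1 adjusted over the list alone, median of -0.27, camera adjusted p = 0.231) and 0 were higher and 3 lower (also adjusted over the list alone, median of -0.40, camera adjusted p = 0.194). Of 9 markers of neutrophils, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.16, camera adjusted p = 0.579) and 0 were higher and 0 lower (0 and 2 adjusted over the list alone, median of -0.30, camera adjusted p = 0.14). Of 5 markers of erythroid cells, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.18, camera adjusted p = 0.629) and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.31, camera adjusted p = 0.493). Of 8 markers of exocrine pancreas, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.00046, camera adjusted p = 0.982) and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.24, camera adjusted p = 0.299). Of 5 markers of adipocytes, 0 were higher and 0 lower (also adjusted over the list alone, median of -0.17, camera adjusted p = 0.657) and 0 were higher and 0 lower (also adjusted over the list alone, median of 0.078, mean of -0.041, camera adjusted p = 0.840 in the upward direction). The list of sinusoidal endothelium passed in wild-type animals without wild-type vehicle replicate 2 (-0.39, adjusted p = 0.0177), that of stellate cells without wild-type vehicle replicate 2 or wild-type TM replicate 3 in turn (-0.58 to -0.50, adjusted p from 0.00152 to 0.0152) and that of T and NK cells without wild-type vehicle replicate 2 (-0.39, adjusted p = 0.0179).

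Genes with sex-biased expression did not pass as lists. Of 11 male-biased genes 0 were higher and 0 lower (also adjusted over the list alone, median of -0.95, camera adjusted p = 0.607) in wild-type and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.57, camera adjusted p = 0.952) in *Atf*6α-/- animals, of 10 female-biased genes 0 were higher and 1 lower (also adjusted over the list alone, median of -0.27, camera adjusted p = 0.579) in wild-type and 0 were higher and 2 lower (also adjusted over the list alone, median of -0.14, camera adjusted p = 0.715) in *Atf*6α-/- animals, and of 3 Y-linked genes 0 were higher and 0 lower (also adjusted over the list alone, median of 0.13, camera adjusted p = 0.896) in wild-type and 0 were higher and 0 lower (also adjusted over the list alone, median of -0.25, mean of -0.26, camera adjusted p = 0.960 in the upward direction) in *Atf*6α-/- animals. Between the genotypes with vehicle the male-biased list (camera adjusted p = 0.258) passed without wild-type vehicle replicate 1 or *Atf*6α-/- vehicle replicate 3 in turn (-2.01 to -1.51, adjusted p from 6.4e-05 to 0.0341). The female-biased list (camera adjusted p = 0.943) passed there without *Atf*6α-/- vehicle replicate 3 (1.43, adjusted p = 0.0380). *Atf*6α-/- vehicle replicate 3 carries Y-linked signal and wild-type vehicle replicate 1 does not. Leaving out either makes the groups unequal in that signal, so these shifts cannot be assigned to the genotype.

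For the lists that follow, limma's fry tests for a shift of the members in a shared direction and not for a difference from other genes. Markers of B cells passed as a list with TM in wild-type animals with limma's fry (median of -0.27, adjusted p = 0.00965). Markers of B cells passed as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.40, adjusted p = 0.00250). Genes of ER to Golgi transport did not pass as a list in the difference in response with limma's fry (median of -0.21, adjusted p = 0.477). Genes of ER-associated degradation did not pass as a list in the difference in response with limma's fry (median of -0.23, adjusted p = 0.0846). Markers of Kupffer cells and macrophages did not pass as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.51, adjusted p = 0.106). Markers of T and NK cells passed as a list with TM in wild-type animals without the 4 arrays with Y-linked signal (chosen after the values were seen, median of -0.41, adjusted p = 0.0317). Cell cycle genes passed as a list in the difference in response without the 4 arrays with Y-linked signal (chosen after the values were seen, median of 0.16, adjusted p = 0.0432). Markers of cholangiocytes passed as a list with TM in wild-type animals with limma's fry (median of -0.11, adjusted p = 0.00134). Markers of cholangiocytes passed as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.31, adjusted p = 2.6e-05). Coagulation proteins did not pass as a list between the genotypes under TM with quantile normalization, centring on *Btf3* and *Ppia*, limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.16 to -0.13, adjusted p from 0.0515 to 0.227). Drug metabolism genes passed as a list with TM in wild-type animals with limma's fry (median of -0.24, adjusted p = 0.0119). Drug metabolism genes did not pass as a list in the difference in response with quantile normalization or limma's fry in turn (medians of -0.25 to -0.21, adjusted p from 0.0540 to 0.154). Cytosolic ribosomal proteins did not pass as a list between the genotypes under TM with limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of 0.12 to 0.13, adjusted p from 0.116 to 0.378). Cytosolic tRNA synthetases did not pass as a list in the difference in response with cyclic loess normalization, limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of 0.17 to 0.22, adjusted p from 0.0795 to 0.392). Markers of erythroid cells passed as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.31, adjusted p = 0.0327). Genes of gluconeogenesis and glycolysis passed as a list with TM in wild-type animals with limma's fry (median of -0.29, adjusted p = 0.00180). Markers of hepatocytes passed as a list with TM in wild-type animals with limma's fry (median of -0.049, adjusted p = 0.0480). Camera's comparison of these markers with other genes did not pass there. Inflammatory genes passed as a list with TM in wild-type animals with limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.40 to -0.37, adjusted p from 0.0269 to 0.0339). Inflammatory genes passed as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.28, adjusted p = 0.00783). Male-biased liver genes passed as a list between the genotypes with vehicle with centring on *Btf3* and *Ppia*, the covariate of Y-linked genes or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.51 to -0.31, adjusted p from 7.5e-04 to 0.00901). Respiratory chain genes did not pass as a list between the genotypes under TM with limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.11 to -0.097, adjusted p from 0.0542 to 0.248). Markers of neutrophils passed as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.30, adjusted p = 0.0213). The p53 and cell death genes passed as a list with TM in *Atf*6α-/- animals with limma's fry (median of -0.010, adjusted p = 0.00785). The p53 and cell death genes did not pass as a list between the genotypes under TM with limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of 0.23 to 0.27, adjusted p from 0.0612 to 0.0708). The p53 and cell death genes did not pass as a list in the difference in response with quantile normalization, cyclic loess normalization, the number of the animal as a block, limma's fry or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of 0.22 to 0.31, adjusted p from 0.0510 to 0.237). Markers of sinusoidal endothelium passed as a list with TM in wild-type animals without the 4 arrays with Y-linked signal (chosen after the values were seen, median of -0.41, adjusted p = 0.0136). Markers of stellate cells and fibroblasts passed as a list with TM in wild-type animals with quantile normalization, cyclic loess normalization, the covariate of Y-linked genes, array weights or without the 4 arrays with Y-linked signal (chosen after the values were seen) in turn (medians of -0.53 to -0.43, adjusted p from 0.00118 to 0.0394).

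*Sqstm1* did not pass with TM in wild-type animals without probesets of the types _s_at, _x_at and _a_at. *Txn1* did not pass with TM in wild-type animals with the mean of all its probesets.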
